# Nongenotoxic ABCB1 activator tetraphenylphosphonium can contribute to doxorubicin resistance in MX-1 breast cancer cell line

**DOI:** 10.1038/s41598-021-86120-6

**Published:** 2021-03-22

**Authors:** Raimonda Kubiliute, Indre Januskeviciene, Ruta Urbanaviciute, Kristina Daniunaite, Monika Drobniene, Valerijus Ostapenko, Rimantas Daugelavicius, Sonata Jarmalaite

**Keywords:** Cancer, Cell biology, Genetics, Molecular biology

## Abstract

Hyperactivation of ABC transporter ABCB1 and induction of epithelial–mesenchymal transition (EMT) are the most common mechanism of acquired cancer chemoresistance. This study describes possible mechanisms, that might contribute to upregulation of *ABCB1* and synergistically boost the acquisition of doxorubicin (DOX) resistance in breast cancer MX-1 cell line. DOX resistance in MX-1 cell line was induced by a stepwise increase of drug concentration or by pretreatment of cells with an ABCB1 transporter activator tetraphenylphosphonium (TPP^+^) followed by DOX exposure. Transcriptome analysis of derived cells was performed by human gene expression microarrays and by quantitative PCR. Genetic and epigenetic mechanisms of ABCB1 regulation were evaluated by pyrosequencing and gene copy number variation analysis. Gradual activation of canonical EMT transcription factors with later activation of *ABCB1* at the transcript level was observed in DOX-only treated cells, while TPP^+^ exposure induced considerable activation of ABCB1 at both, mRNA and protein level. The changes in ABCB1 mRNA and protein level were related to the promoter DNA hypomethylation and the increase in gene copy number. ABCB1-active cells were highly resistant to DOX and showed morphological and molecular features of EMT. The study suggests that nongenotoxic ABCB1 inducer can possibly accelerate development of DOX resistance.

## Introduction

Despite significant advances in cancer diagnosis and treatment, resistance to chemotherapy remains an important barrier to successful cancer therapy^1^. Multidrug resistance, known as the simultaneous resistance to different classes of drugs, is the leading cause of cancer recurrence and lethal outcomes^2^. An increased active efflux of drugs, mediated by ATP binding cassette superfamily proteins (ABC transporters) is the most common mechanism by which cancer cells develop resistance to various chemotherapeutics^3^. ABC transporters are ubiquitous and their heterogenous expression is observed in various body tissues, where they perform a detoxification of host cells and protect the body against xenobiotics^4^. In cancer, an increased expression level of these transporters leads to chemotherapy resistance due to their ability to extrude from the cells a number of drugs^4^. The overexpression of ABCB1 (P-glycoprotein), one of the main members of the ABC transporter family encoded by the *ABCB1* gene, can be triggered by a myriad of factors such as antibiotics, analgesics^5^, retinoic acid, sodium butyrate, UV irradiation^6^, radiotherapy^7^, and various certain chemotherapeutic anticancer drugs^3^. Together with the drug efflux, increased expression of ABC transporters has been correlated with the avoidance of apoptosis, cell migration, invasion and metastasis^8,9^, altogether resulting in tumor aggressiveness.

Drug resistance can be either inherent or acquired during the treatment, but most possibly the interaction of both mechanisms drives the rapid development of treatment refractory cancer^10^. Intrinsic drug resistance is quite widespread among tumors of several localizations due to the inherently high expression of ABC transporters in the healthy tissues, while in other cases noncarcinogenic compounds, like vitamins D, curcuminoids, or flavonoids, can stimulate their activity^11,12^. Besides, in tumors, a subpopulation of self-renewing cells called cancer stem-cells (CSCs) have been shown to express higher levels of drug transporters allowing them to survive chemotherapy and give rise to tumor mass, predominantly composed of therapy-resistant cancer cells^8^. Beside direct extrusion of various drugs, the hyperactivation of ABC transporters also participate in the development of chemoresistance through activation of epithelial-to-mesenchymal transition (EMT) phenomena^2,13–15^. Though the mechanisms of intrinsic and extrinsic chemoresistance are widely studied, the interaction between both these pathways remains poorly perceived.

One of the potential cause for the increased expression of *ABCB1* is gene amplification, which was found in chemoresistant cells^13,14^. Other notable mechanisms that are possibly responsible for *ABCB1* upregulation are epigenetic alterations, especially DNA methylation, that involve *ABCB1* promoters. The *ABCB1* gene has been reported to embrace two distinct upstream and downstream promoters^16^. The latter one functions as the major promoter in various *ABCB1* expressing cell lines and tissues^17^. Furthermore, it was shown that hypomethylation of *ABCB1* downstream promoter is associated with increased *ABCB1* expression and acquisition of multidrug resistance in breast cancer cells^13,14^.

Breast cancer is a leading cause of cancer-related deaths among women in the Western world. Anthracyclines, including doxorubicin (DOX), along with taxanes, cyclophosphamide and platinum compounds are the main chemotherapeutic agents applied for breast cancer treatment. However, chemoresistance is the major cause of the disease progression following chemotherapy. In the present study, the mechanisms of acquired cellular chemoresistance were studied in breast cancer cell line MX-1 exposed to gradually increasing concentration of the chemotherapeutic compound DOX. Nongenotoxic phosphorganic compound tetraphenylphosphonium cation (TPP^+^)—a potent substrate and activator for ABCB1 transporter^18^—was used in the cell line model of intrinsic chemoresistance. Finally, DOX highly resistant cell subline was derived from ABCB1-activated, TPP^+^ pretreated cells. Chemoresistance in all cell sublines was closely associated with the EMT, and the ABCB1 hyperexpression was a possibly trigger of this process.

## Results

### Generation of DOX-resistant MX-1 cell lines

A series of DOX-resistant MX-1 cell sublines were established during the selection of parental cells for survival in the media with increasing concentrations (10 to 80 nM) of DOX. Cytotoxicity measurement with the MTT assay revealed a 38-fold increased resistance to DOX in MX-1/D80 cells as compared to the parental cell line. The IC50s in parental MX-1 cells and MX-1/D80 were 0.5 µM and 19 µM respectively (Fig. 1B). Development of DOX-resistance was accompanied by the evident morphology changes from cobblestone-like with relatively strong cell–cell adhesion to a spindle-like appearance (Fig. 1A).

**Figure 1:**
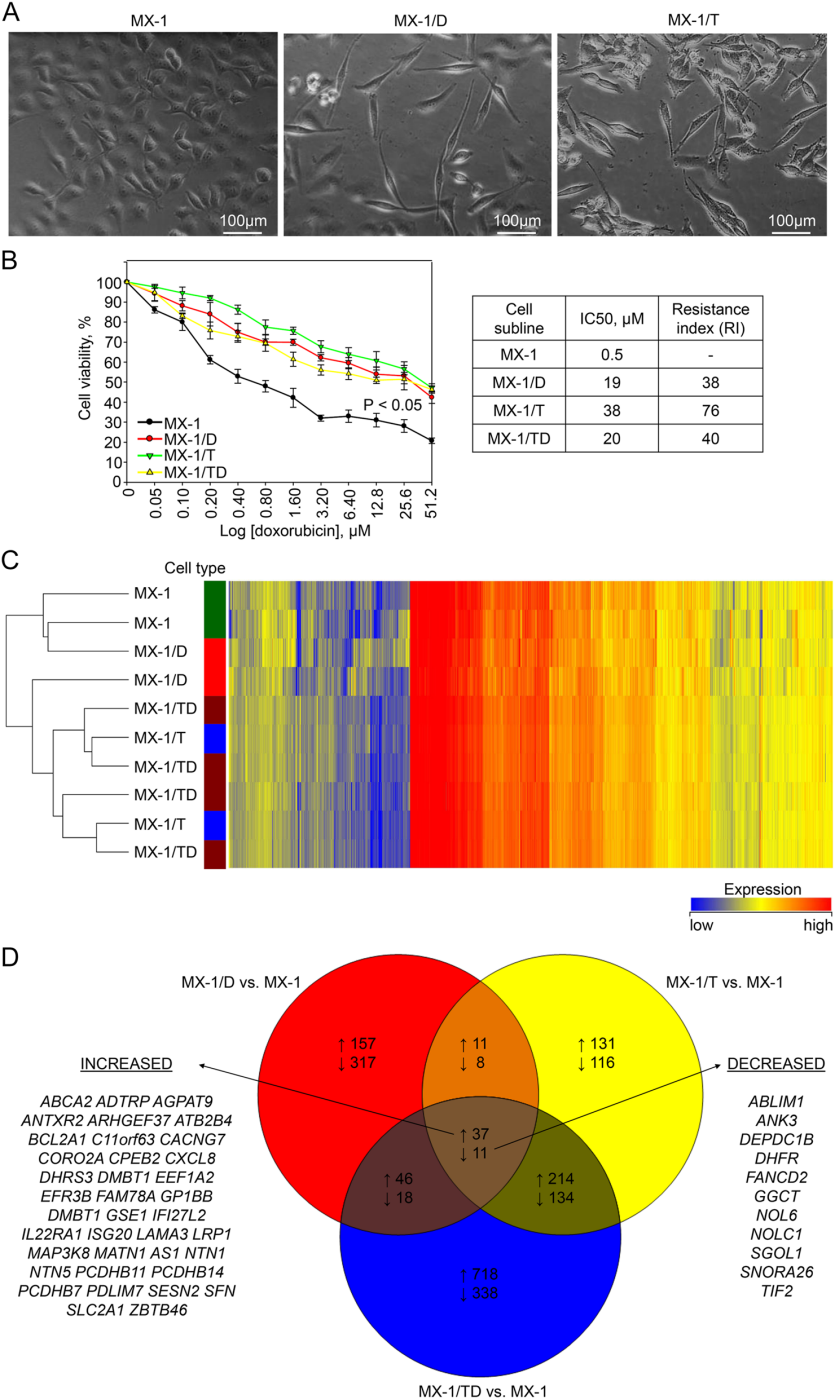
Characterization of chemoresistant MX-1 cell sublines. (**A**) Representative phase-contrast microscopic images demonstrating morphology of MX-1 cells and morphological changes in MX-1/D and MX-1/T cells cultured in media with doxorubicin and TPP^+^ respectively. Magnification—× 200. (**B**) Cytotoxicity of doxorubicin measurements with the MTT assay in the parental MX-1 cells and chemoresistant MX-1/D (cultured with 80 nM of doxorubicin), MX-1/T (cultured with ABCB1 transporter activator TPP^+^ (128 nM)) and MX-1/TD (MX-1/T cells cultured in media supplemented with up to 1280 nM of doxorubicin for a week). The indicated P-value was calculated at the end point of the experiment, compared the viability of each chemoresistant cell sublines with wild-type cells. Resistance index was calculated IC50 values of chemoresistant cells dividing by IC50 of parental MX-1 cells. (**C**) Heatmap showing the gene expression profile of the parental MX-1 and chemoresistant MX-1/D, MX-1/T and MX-1/TD cells. The results were obtained by Human Gene Expression (v2) 8 × 60 K microarrays (design ID 039494). (**D**) Venn diagram, showing the numbers of overlapping deregulated genes among MX-1/D, MX-1/T and MX-1/TD sublines compared to untreated MX-1 cells. Listed genes are common in the all investigated cells.

Followed by repeated treatments of parental cells with increasing concentrations (up to 128 µM) of TPP^+^, cell subline MX-1/T was obtained. In the cell survival assay, IC50 of DOX in MX-1/T cells was 38 µM (Fig. 1B) and the resistance index has reached 76. Moreover, MX-1/T cells acquired resistance to other chemotherapeutics, particularly paclitaxel and cisplatin, as well (Additional file 1, Fig. 1). Similarly, to MX-1/D, MX-1/T cells became elongated in shape and were dissociated from surrounding cells (Fig. 1A). These TPP^+^ pretreated cells was exposed to 1280 nM of DOX for a week, and MX-1/TD cell subline was generated which was able to maintain the similar resistance index (40) as in the case of MX-1/D80 cells.

### Different mRNA expression pattern in chemoresistant MX-1 cells

For the characterization of the mechanisms of chemoresistance, the microarray-based genome-wide gene expression analysis of MX-1/D, MX-1/T and MX-1/TD, as well as parental MX-1 cells, was performed. 

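MX-1 is an established breast cancer cell line. Its RNA and that of the 3 resistant sublines were hybridised to single-colour Agilent microarrays, with 2 arrays of MX-1, 2 of MX-1/D, 2 of MX-1/T and 4 of MX-1/TD. MX-1/D was kept in 80 nM of doxorubicin. The paper gives 1280 nM of doxorubicin for MX-1/TD, while the sample labels give 80 nM for replicates 1 and 2 and 1280 nM for replicates 3 and 4, so all 4 arrays were read as a single group, as in the paper's heatmap. The paper's Results and Methods give 128 µM of TPP+. Its legends of Fig. 1 and Supplementary Table S1, like the labels, give 128 nM. MX-1 replicate 2 and MX-1/D replicate 2 lay on slide 2 and were read in scan 2 with an older version of Agilent's Feature Extraction software, and the other 8 arrays lay on slide 1 and were read in scan 1.
The authors deposited the scanner's files, whose processed signal is a background-corrected intensity on a linear scale. Each array held 58717 spots other than controls, of which 45.0% to 58.2% were well above background, and none was saturated. The median background was 37.5 to 48 units on slide 1 and 80 and 89 on the arrays of slide 2. Spots that the scanner's software marked as non-uniform or as outliers among replicate spots were left out, replicate spots of a probe were averaged, and the log2 of the signal was taken relative to the 75th percentile of each array, as the paper's methods do. A probe was tested where it was well above background on every array of at least 1 group, which kept 25059 of 50599 probes. Each gene was represented by its probe with the highest mean, which gave 19670 genes, of which 14176 had a gene symbol. Differences were tested in a single limma fit over all 10 arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. Where a gene was not well above background on any array of a group, its change is given as at least so many fold. Such a bound sets the mean of the brighter group over all its arrays against the mean, over the arrays of the dimmer group, of the higher of the lowest signal among probes well above background and the gene's own signal. The number of arrays limits the precision, and the median SD of log2 intensity between replicates was 0.41 in MX-1, 0.46 in MX-1/D, 0.25 in MX-1/T and 0.29 in MX-1/TD.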

Comparison of gene expression between the parental cells and their chemoresistant derivatives revealed numerous changes in gene expression. 

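Across the genes tested, the median absolute log2 fold change against MX-1 was 0.49 in MX-1/D, 0.44 in MX-1/T and 0.42 in MX-1/TD, about the size of the median SD between replicates of MX-1 and MX-1/D. MX-1/TD differed from MX-1/D by a median of 0.47 and from MX-1/T by 0.16. Before any adjustment for the number of genes and with no limit on the fold change, limma gave a p under 0.05 for 3512 genes in MX-1/D, 2436 in MX-1/T and 3126 in MX-1/TD.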

Cluster analysis showed that TPP^+^-treated cells (with or without DOX exposure), tended to group separately from the parental cell line or DOX-only treated cells (Fig. 1C).

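Arrays were clustered by average linkage on 1 minus Pearson's r across the genes tested, which are not independent replicates. The mean distance between TPP+-exposed arrays and the MX-1 and MX-1/D arrays was 0.0609, against 0.0328 within these sets of arrays. The difference of 0.0281 was the largest of all 210 ways to choose 6 TPP+-exposed arrays out of 10 (exact permutation test, one-sided p = 0.00476, the smallest p the design allows). The setting that moved the difference most on the same distance was the 2000 genes with the largest variance, where it was 0.213. With slide removed as a batch the difference was 0.0208, and within slide 1 it was 0.0238 (exact permutation test, one-sided p = 0.0357, the smallest p that 8 arrays allow). The 6 arrays of MX-1/T and MX-1/TD formed a branch of their own in each case, whereas the MX-1 and MX-1/D arrays together did not. The distance within sets pools the pairs of both sets, so closeness among the TPP+-exposed arrays alone can give the difference. MX-1 replicate 1 correlated with these arrays at r = 0.952 to 0.962 and with MX-1 replicate 2 at 0.948. For MX-1/D replicate 1 the values were 0.948 to 0.952, and 0.921 with MX-1/D replicate 2.
Replicate arrays correlated with r = 0.982 in MX-1/T, 0.971 to 0.989 in MX-1/TD, 0.948 in MX-1 and 0.921 in MX-1/D. MX-1 replicate 2 and MX-1/D replicate 2, both on slide 2, correlated with r = 0.949, above the value for the MX-1/D replicates. After slide was removed, the MX-1 arrays joined each other and so did the MX-1/D arrays. The slide effect was estimated from the replicate differences of these same pairs. Its removal brings their replicates closer by construction, so this joining is no evidence of a slide effect or of agreement between replicates.

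**Figure D1:**
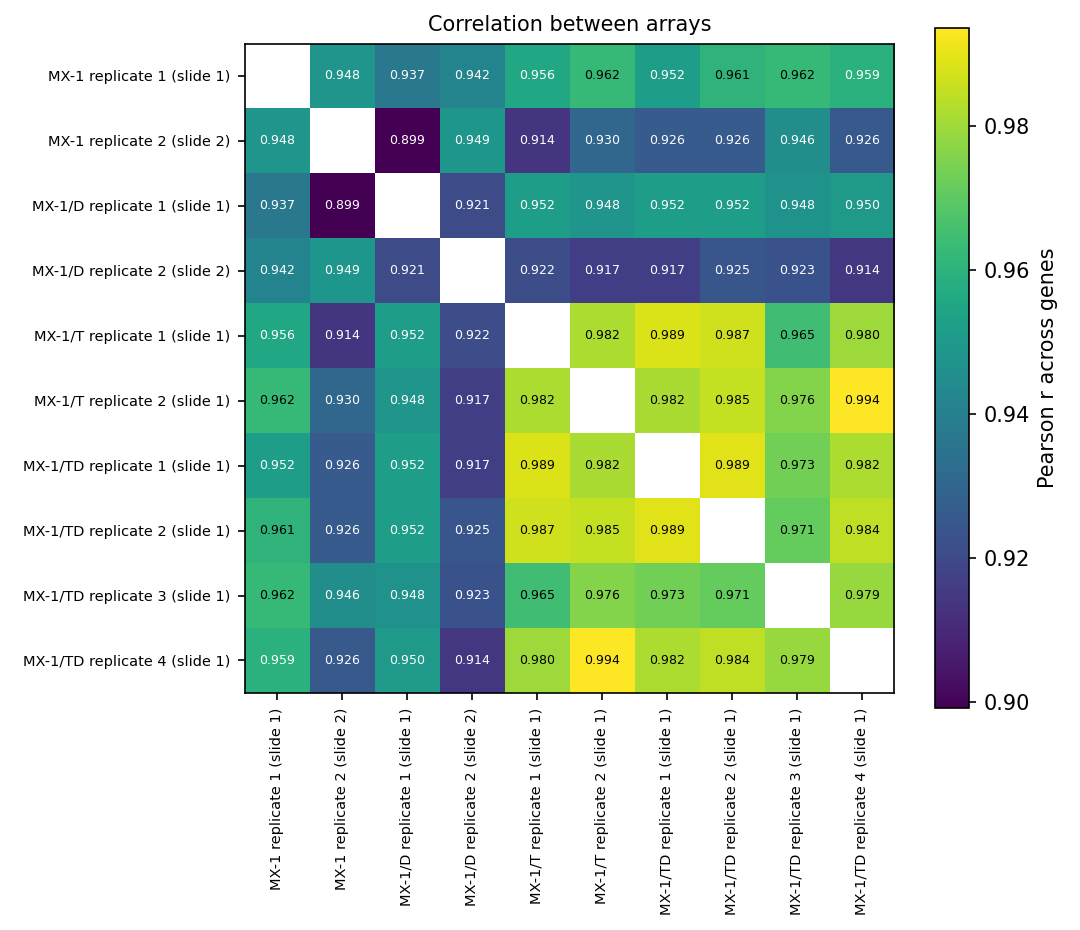
Pearson's r across the tested genes for every pair of arrays, with the slide in the array's label. Pairs of TPP+-exposed arrays reach up to 0.994 and the lowest value, 0.899, is that of MX-1 replicate 2 with MX-1/D replicate 1.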

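By limma, 23 genes were called in MX-1/D against MX-1, of which 15 were higher and 8 lower. In MX-1/T 29 genes were called, with 22 higher and 7 lower, and in MX-1/TD 72 were called, with 57 higher and 15 lower. With the same fold limit and an unadjusted p, limma gave 2160, 1672 and 1846 genes, respectively, the largest move of any alternative for MX-1/D and MX-1/T. For MX-1/TD it was the methods' t-test without adjustment and with no filter on dim probes, which gave 2525 genes, 760 higher and 1765 lower. The methods' t-test gave 557, 632 and 1346 genes without adjustment and 0, 0 and 5 with it.
The array pairs of MX-1 and MX-1/D were each split over both slides. Given slide as a block, limma called 287 genes in MX-1/D, 152 higher and 135 lower, including all of those called without it. In MX-1/T and MX-1/TD it then called 40 and 70 genes, among them 23 and 41 of those called without the block. The predominance of higher genes in MX-1/D depended on the scaling, with 23 higher and 20 lower after normexp background correction and 46 higher and 41 lower after quantile normalization.
Single arrays decided the size of these counts. For MX-1/D, leaving out MX-1/D replicate 2 gave 697 genes and leaving out MX-1/TD replicate 1 or MX-1/TD replicate 2 gave 0. For MX-1/T the count ran from 1 without MX-1/T replicate 2 to 87 without MX-1/TD replicate 3. For MX-1/TD it ran from 21 without MX-1/TD replicate 1 to 255 without either MX-1/D array. In these fits limma took the spread of a group with 1 array left from the other groups.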

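Apart from *ABCB1* and *CXCL8*, the largest rises and falls among the called genes whose arrays did not overlap between the groups were the following. In MX-1/D, *SPOCD1* was at least 39.8-fold higher than in MX-1 (limma adjusted p = 0.0261; 0.0126 with slide as a block) and *AMPD3* at least 19.6-fold higher (adjusted p = 0.0463; 0.0370 with slide as a block). *MACROH2A2* was at least 14.9-fold lower (adjusted p = 0.0155; 0.00124 with slide as a block) and *ZNF518A* at least 5.44-fold lower (adjusted p = 0.0261; 0.0126 with slide as a block), both being below background on each MX-1/D array. *SRGN* had a normalized log2 intensity of 0.76 ± 0.05 (SD, n = 2) in MX-1 and -3.59 ± 0.93 (SD, n = 2) in MX-1/D, where 1 of 2 arrays was well above background. Its log2 fold change was -4.35 (standard error 0.51, limma adjusted p = 0.0261; 0.0136 with slide as a block). Over all alternatives of processing and testing, unadjusted p-values included, the p of *SPOCD1* ran from 1.3e-05, that of *AMPD3* from 5.41e-05, that of *MACROH2A2* from 1.58e-06, that of *ZNF518A* from 1.42e-05 and that of *SRGN* from 1.46e-05, all up to 1.00 in a test of single genes that was adjusted over all genes. All of these calls depended on single arrays. The adjusted p of *SPOCD1* was 0.0735 without MX-1/TD replicate 2 and that of *AMPD3* 0.0999 without MX-1 replicate 1. Without MX-1 replicate 2 it was 0.0728 for *MACROH2A2*, 0.0821 for *ZNF518A* and 0.0853 for *SRGN*.
*LAMA3* was below background in MX-1 and at least 53.7-fold higher in MX-1/T (limma adjusted p = 0.00279; 0.00415 with slide as a block) and at least 48.5-fold higher in MX-1/TD (adjusted p = 0.00121; 0.00238 with slide as a block), and it stayed called with any array left out. In MX-1/TD *LINC01191* rose by a log2 of 5.51 (standard error 0.45, limma adjusted p = 0.00257; 0.0101 with slide as a block). Only 1 of 2 MX-1 arrays was well above background for *LINC01191*, and of its 3 probes 2 rose and 1 fell, with log2 fold changes from -0.44 upwards. Of the genes that fell, *SLC39A8* was at least 73.9-fold lower in MX-1/T (adjusted p = 0.00279; 0.00630 with slide as a block) and 60.0-fold lower in MX-1/TD (standard error 0.44 in log2, limma adjusted p = 0.00211; 0.00585 with slide as a block), where 1 of 4 arrays was well above background. *DHRS4L2*, which has a near-identical relative in *DHRS4* with 2 probes that stayed well above background on an MX-1/TD array, was at least 84.6-fold and 71.3-fold lower (adjusted p = 0.00504 and 0.00121; 0.00959 and 0.00323 with slide as a block). *CYP27C1*, not well above background on any array of these sublines, was at least 14.7-fold and 12.4-fold lower (adjusted p = 0.0227 and 0.00855; 0.00207 and 0.00128 with slide as a block). In MX-1/T the adjusted p was 0.0525 for *SLC39A8* without MX-1/T replicate 2, 0.0748 for *DHRS4L2* without MX-1/T replicate 1 and 0.0807 without MX-1/T replicate 2, and 0.300 for *CYP27C1* without MX-1/T replicate 1, whereas in MX-1/TD all 4 of these genes stayed called with any array left out. Over all alternatives, unadjusted p-values included, the p reached 0.837 for *LAMA3*, *SLC39A8*, *DHRS4L2* and *CYP27C1* in MX-1/T, and in MX-1/TD 0.680 for *LAMA3* and 0.861 for the other 4 genes, each time in a test of single genes that was adjusted over all genes.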

A total of 605, 662 and 1516 genes were significantly deregulated (FC ≥ 2, *P* < 0.05) in MX-1/D, MX-1/T, and MX-1/TD cells, respectively, as compared to parental MX-1 cells (Fig. 1D). All chemoresistant cell sublines shared 37 up- and 11 downregulated genes (Fig. 1D). 

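Of the genes called by limma in each comparison with MX-1, 2 were called in all 3 sublines, *CXCL8* and *LAMA3*, both higher, and none was lower in all 3. *LAMA3* was at least 8.75-fold higher in MX-1/D (adjusted p = 0.0244; 0.0138 with slide as a block; up to 0.0821 with 1 array left out). The alternative that moved the overlap most was the unadjusted p with a 2-fold change, which shared 299 higher and 85 lower genes. A fit with slide as a block gave 7 shared genes, 2 higher and 5 lower. Under the methods' t-test 31 higher and 6 lower genes were shared before adjustment and 0 after it. Leaving out MX-1/D replicate 2 raised the shared genes to 43, and leaving out MX-1 replicate 2, MX-1/TD replicate 1 or MX-1/TD replicate 2 left 0.
The 3 comparisons use the same MX-1 arrays, so their calls overlap by chance. In 100 simulated sets of unchanged groups against shared control arrays, the median overlap of limma's adjusted calls in all 3 comparisons was 0 and the largest was 1. The unadjusted limma calls shared a median of 66 genes (range 47 to 87) and the methods' t-test a median of 6 (range 1 to 14). The simulation gave each gene the same spread in all groups and held no difference between slides. On these arrays MX-1 varied more than MX-1/T and MX-1/TD, and slide 2 held arrays of MX-1 and MX-1/D only. The simulated ranges here and below are therefore only a rough guide to what shared controls alone give.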

MX-1/T and MX-1/TD had the largest number of overlapping genes with deregulated expression (251 up- and 145 downregulated genes). 

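All genes called by limma in MX-1/T were also called in MX-1/TD in the same direction, 22 higher and 7 lower. The overlap with slide as a block was 28 higher and 11 lower genes. The methods' t-test shared 240 higher and 120 lower genes before adjustment and 0 after it, against a median of 27 (range 17 to 42) in simulated unchanged groups with shared controls. The overlap fell to 1 gene without MX-1/T replicate 2 and to 2 without MX-1/T replicate 1, and rose to 83 without MX-1/TD replicate 3.
Across genes, which are not independent replicates, the log2 fold changes of MX-1/T and MX-1/TD against MX-1 correlated with r = 0.925. Shared controls alone gave 0.560 to 0.595 in the simulated groups, which had equal spread and no difference between slides. The median SD was 0.41 in MX-1, 0.25 in MX-1/T and 0.29 in MX-1/TD, and a more variable control raises the r that it gives. How far 0.925 lies above shared controls alone therefore cannot be told from this simulation. In the direct comparison of MX-1/TD with MX-1/T, limma called 0 genes, with and without slide as a block and with each array left out in turn. Without adjustment it gave 22 higher and 34 lower genes at a 2-fold change, and the methods' t-test gave 13 higher and 21 lower.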

The most abundant differences in gene expression (457 up- and 508 downregulated) was identified between MX-1/D and MX-1/TD cells, and the number of overlapping deregulated genes was small (Fig. 1D).

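In the direct comparison of MX-1/TD with MX-1/D, limma called 251 genes, of which 146 were higher in MX-1/TD and 105 lower. With slide as a block, 202 were higher and 148 lower, and 174 of the genes called without the block were among them. Without adjustment, limma gave 1055 higher and 1436 lower genes and the methods' t-test 785 higher and 777 lower. The count was 1768 without MX-1/D replicate 1 and 43 without MX-1/TD replicate 4. Leaving out MX-1/TD replicate 1 or MX-1/TD replicate 2 gave 44 and 53 and leaving out either MX-1/T array gave 87, while the other arrays changed the count less than 1.5-fold. The overlap of the calls against MX-1 was 5 genes between MX-1/D and MX-1/TD, 4 higher and 1 lower, and 2 genes between MX-1/D and MX-1/T. It rose to 114 and 44 genes, respectively, without MX-1/D replicate 2 and was 0 without MX-1 replicate 2. In simulated unchanged groups with shared controls, the largest overlap of limma's adjusted calls was 1 gene for each of these pairs. The methods' t-test without adjustment shared 84 genes between MX-1/D and MX-1/TD and 54 between MX-1/D and MX-1/T. The simulated ranges were 16 to 41 and 16 to 40. The correlations did not lie above their simulated ranges. The log2 fold changes of MX-1/D and MX-1/TD correlated across genes with r = 0.471, below the 0.553 to 0.593 of simulated unchanged groups with shared controls, and those of MX-1/D and MX-1/T with r = 0.495, within the simulated range of 0.482 to 0.526.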

### Cellular responses deregulated in chemoresistant cell sublines

In order to understand the most enriched pathways and to identify deregulated gene signatures in chemoresistant cells compared to their parental counterparts, GSEA and IPA software were used. 

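The paper's gene sets for GSEA and IPA were not used here. In their place, 12 gene families were tested in each of the 3 comparisons with MX-1 by limma's camera with an inter-gene correlation of 0.01. Of the 36 tests, 11 had a Benjamini-Hochberg adjusted p under 0.05. These were the histone genes, the protocadherins and the interleukin and chemokine genes in all 3 sublines, the mesenchymal markers in MX-1/D and the epithelial markers in MX-1/TD. The alternative that moved this count most was camera with the correlation estimated from the data, under which 0 of the 36 tests had an adjusted p under 0.05. Under limma's fry, 6 did. These were the protocadherins in all 3 sublines and the epithelial markers in MX-1/TD, which camera also called, and the ABC transporters in MX-1/TD and the chromatin regulators, lower in MX-1/D, which it did not. With slide as a block camera called 13 of the tests, and with each array left out in turn it called from 7 without MX-1 replicate 1 to 14 without MX-1 replicate 2.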

Analysis of deregulated genes revealed that despite the differences in gene expression patterns, almost identical response pathways were involved in the chemoresistance development of all cell sublines. Seven major pathways were deregulated during chemoresistance development: epithelial–mesenchymal transition, cancer stem cells, cell adhesion and motility, immune response, chemoresistance-related genes, various channels and transporters, as well as epigenetic regulators (Fig. 2A–H; Additional file 1, Table S1).

**Figure 2:**
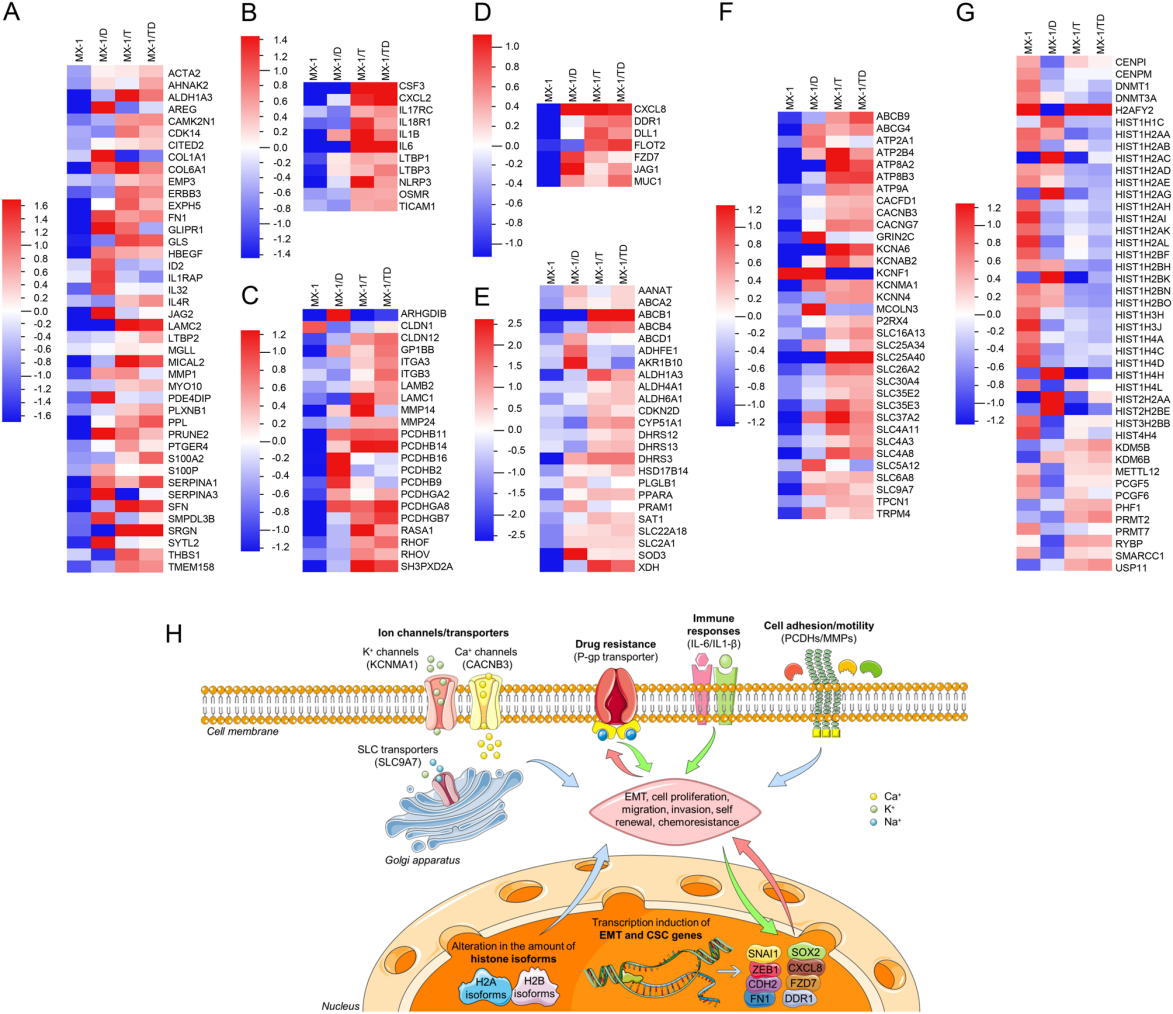
Cellular responses/pathways induced in chemoresistant MX-1 cell sublines. Heatmaps of differentially expressed genes (adjusted *p* < 0.05) from gene expression microarrays of chemoresistant MX-1 cell sublines: (**A**) epithelial–mesenchymal transition-related, (**B**) immune response-related, (**C**) cell adhesion and motility-related, (**D**) stem cells-related, (**E**) chemoresistance-related, (**F**) ion channels and (**G**) epigenetic regulators. The scale-bars indicate the normalized mRNA expression level, where the zero represents the mean expression level of the particular gene set. (**H**) The two hypothetical models of chemoresistance development were made according the human gene expression microarrays (Additional file 1, Table S1) and quantitative PCR results. The different coloring and directions of the arrows reflect the possibly different sequence of the activation of particular response pathway. In DOX-only exposed cells (red arrows) the deregulated expression of canonical EMT related genes and CSC markers was observed, what possibly caused cell migration and chemoresistance with an upregulated expression of drug metabolism-related enzymes (e.g. DOX metabolism-related *AKR1B10*) and later activation of *ABCB1* mRNA expression. In TPP^+^-exposed cells (green arrows) marked activation of *ABCB1* and immune response related genes were observed what supposedly caused cell migration, chemoresistance and possibly later activation of non-canonical EMT and CSC-related genes. The blue arrows indicate the pathways activated in both DOX-only and TPP^+^ treated cells. This figure was created using images from Servier Medical Art Commons Attribution 3.0 Unported License (http://smart.servier.com). Servier Medical Art by Servier is licensed under a Creative Commons Attribution 3.0 Unported License. *EMT* epithelial–mesenchymal transition, *CSC* cancer stem cell, *PCDHs* protocadherins, *MMPs* matrix metalloproteinases.

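Supplementary Table S1 lists the genes of these 7 categories, of which 387 entries of a gene in a subline were tested here. The direction of 377 was that of the table. At an adjusted p under 0.05 over all genes tested, limma gave 38 of them, 5 of 95 in MX-1/D, 13 of 118 in MX-1/T and 20 of 174 in MX-1/TD. With slide as a block these were 18, 8 and 12. Adjusted over the list alone, 291 had an adjusted p under 0.05, which is not independent evidence because the list was chosen on these samples.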

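Of the genes drawn in the models, *SNAI1* had a log2 fold change against MX-1 of 1.61 (standard error 0.61) in MX-1/D, -1.11 in MX-1/T and -0.68 in MX-1/TD. Its limma adjusted p was 0.222 in MX-1/D. *ZEB1* rose 2.14-fold in MX-1/D (standard error 0.34 in log2, adjusted p = 0.169), and its log2 fold change was 0.37 and 0.11 in MX-1/T and MX-1/TD. *FZD7* rose by 2.30, 1.75 and 1.46 and *DDR1* by 1.12, 1.81 and 1.86 in MX-1/D, MX-1/T and MX-1/TD, with adjusted p of 0.101, 0.301 and 0.216 for *FZD7* and 0.251, 0.245 and 0.108 for *DDR1*. *FN1* rose by 4.27, 3.65 and 3.82, with adjusted p of 0.307, 0.452 and 0.328 and only 1 of 2 MX-1 arrays well above background. *CDH2* changed by -0.57, 1.23 and 1.01, with adjusted p of 0.743, 0.508 and 0.475. No gene of these was called, with or without slide as a block. *SOX2* was not well above background on any of the 10 arrays and could not be tested.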

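*AKR1B10* had a normalized log2 intensity of -4.76 ± 0.78 (SD, n = 2) in MX-1, where 1 of 2 arrays was well above background, and -1.64 ± 0.49 (SD, n = 2) in MX-1/D. This was an 8.68-fold rise (log2 3.12, standard error 0.74, limma adjusted p = 0.105; 0.0677 with slide as a block). Over all alternatives, unadjusted p-values included, its p ran from 0.00236 to 1.00. In MX-1/T its log2 fold change was 0.57 (adjusted p = 0.734) and in MX-1/TD -0.80 (adjusted p = 0.518), with 1 of 2 and 1 of 4 arrays well above background.
*ALDH1A3* rose 18.1-fold in MX-1/T (log2 4.18, standard error 0.98, adjusted p = 0.209) and 9.53-fold in MX-1/TD (log2 3.25, standard error 0.85, adjusted p = 0.161), where replicate 3 lay below the other 3 arrays, and by a log2 of 1.70 in MX-1/D (adjusted p = 0.394). *XDH* was well above background on 1 of 2 MX-1 arrays, with -2.58 ± 3.80 (SD, n = 2), and rose 45.6-fold in MX-1/T (adjusted p = 0.298) and 30.5-fold in MX-1/TD (adjusted p = 0.189), and by a log2 of 2.58 in MX-1/D (adjusted p = 0.444). None of these changes was called.
Among the 20 aldo-keto reductase and aldehyde dehydrogenase genes tested, the median log2 fold change was -0.13 in MX-1/D, -0.01 in MX-1/T and 0.05 in MX-1/TD. After quantile normalization it was 0.15 in MX-1/D and 0.09 in MX-1/T. The mean was 0.48 in MX-1/D and 0.18 in MX-1/T, of the opposite sign to the median, and camera gave adjusted p of 0.671, 0.671 and 0.261. Over all genes 0 of the 20 were called in any subline, and adjusted over the list alone 3, 1 and 2 were.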

Among chemoresistance-related genes, the top upregulated genes were aldo–keto reductase *AKR1B10*, aldehyde dehydrogenase *ALDH1A3*, and xanthine dehydrogenase *XDH* (Additional file 1, Table S1). Marked up-regulation of various ion channels and transporters was determined in all chemoresistant cells, predominantly including calcium and potassium channels as well as SLC family transporters, while intense (FC > 6 × 10^3^) upregulation of *ABCB1* was observed in MX-1/T and MX-1/TD, but not in MX-1/D sublines.

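Among 40 potassium channel genes (KCN), 9 rose and 5 fell at least 2-fold in MX-1/D, 9 rose and 3 fell in MX-1/T, and 7 rose and 8 fell in MX-1/TD. Their median log2 fold change was 0.19 in MX-1/D, where it was -0.03 after normexp background correction, -0.17 in MX-1/T and -0.32 in MX-1/TD. With genes at their bounds it was 0.14, -0.17 and -0.29. Of the 10 calcium channel genes (CACN), 3 rose and 2 fell in MX-1/D, 2 rose and 4 fell in MX-1/T, and 3 rose and 3 fell in MX-1/TD, with medians of 0.44, -0.29 and -0.62 (-0.43 in MX-1/TD at the bounds), or 0.28, -0.02 and -0.23 after normexp background correction. For both families in MX-1/T and MX-1/TD, camera's direction was upwards and the median was negative. Among 250 SLC transporter genes, 27, 24 and 26 rose and 20, 21 and 20 fell. Their medians were -0.09, -0.08 and -0.03, above the medians over all genes of -0.140, -0.109 and -0.125. Camera compares a family with the other genes, and its direction for the SLC genes was upwards. After quantile normalization their median was 0.06 in MX-1/TD. The 30 ABC transporter genes had medians of 0.17, 0.08 and 0.08. No camera test of these 4 families had an adjusted p under 0.05, the lowest being 0.0523 for the ABC transporters in MX-1/TD, which had 0.0426 after normexp background correction. Over all genes, limma called 1, 0 and 1 of the KCN genes, 0, 1 and 1 of the CACN genes, 0, 3 and 3 of the SLC genes and 0, 1 and 1 of the ABC genes. Adjusted over the list alone, these were 1, 4 and 5, 1, 2 and 4, 0, 3 and 3, and 8, 3 and 7.
*KCNMA1* rose by a log2 of 2.83, 2.47 and 2.59 in MX-1/D, MX-1/T and MX-1/TD (limma adjusted p = 0.217, 0.397 and 0.246), with 1 of 2 MX-1 arrays well above background. *CACNB3* rose by 0.65, 1.20 and 1.28 (adjusted p = 0.444, 0.334 and 0.178) and *SLC9A7* by 1.61, 1.55 and 1.42 (adjusted p = 0.0954, 0.209 and 0.117). *SLC9A7* was called in MX-1/D with slide as a block (adjusted p = 0.0448, against up to 0.183 with 1 array left out).
*ABCB1* was not well above background on either MX-1 array, with a normalized log2 intensity of -6.21 ± 1.27 (SD, n = 2). It was 6.54 ± 0.04 (SD, n = 2) in MX-1/T and 6.48 ± 0.40 (SD, n = 4) in MX-1/TD. *ABCB1* was therefore at least 1607-fold higher in MX-1/T (limma adjusted p = 0.0121; 0.0281 with slide as a block) and at least 1542-fold higher in MX-1/TD (adjusted p = 0.00415; 0.0142 with slide as a block). In MX-1/T its adjusted p was 0.0503 without MX-1 replicate 1, 0.0515 without MX-1 replicate 2, 0.154 without MX-1/T replicate 1 and 0.172 without MX-1/T replicate 2, while in MX-1/TD it stayed called with any array left out. In MX-1/D *ABCB1* was well above background on 1 of 2 arrays, at -2.98 ± 3.67 (SD, n = 2), and at least 2.19-fold higher than in MX-1 (adjusted p = 0.258; 0.173 with slide as a block). Without MX-1/D replicate 2 the bound was a log2 of 3.73 and the gene was called (limma adjusted p = 0.00986; range 0.00350 to 1.00 over all alternatives).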

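The 10 tested mesenchymal markers had a median log2 fold change of 1.35 in MX-1/D, where 9 of them rose (camera adjusted p = 0.00125; fry adjusted p = 0.0714), and of 0.60 in MX-1/T and 0.56 in MX-1/TD (camera adjusted p = 0.447 and 0.258). After normexp background correction the medians were 1.24, 0.24 and 0.16. The 10 epithelial markers had medians of -0.30, 0.51 and 0.87, and 8 of them rose in MX-1/TD (camera adjusted p = 0.00581). In MX-1/T their camera adjusted p was 0.0639, and it was 0.00780 with slide as a block and 0.0441 after normexp background correction. In MX-1/D their mean was 0.10, of the opposite sign to the median. No mesenchymal marker was called in any subline, over all genes or adjusted over the list alone, and a single epithelial marker was called adjusted over the list alone, in MX-1/TD.
The 19 protocadherin genes had medians of 1.97, 1.26 and 1.39 in MX-1/D, MX-1/T and MX-1/TD, or 1.36, 1.08 and 0.69 with genes at their bounds and 0.72, 0.41 and 0.49 after normexp background correction, and camera's adjusted p was 2.93e-09, 6.79e-06 and 1.46e-06 (fry adjusted p = 0.0261, 0.0402 and 0.0261). Over all genes 0, 2 and 5 of them were called, and adjusted over the list alone 12, 5 and 6. *PCDHGA8* rose 19.8-fold in MX-1/TD (log2 4.31, standard error 0.64, limma adjusted p = 0.0373; 0.0311 with slide as a block; up to 0.147 with 1 array left out), with 1 of 2 MX-1 arrays well above background. The 10 matrix metalloproteinase genes had medians of 0.52 (0.28 after normexp background correction), 0.03 and -0.28 and camera adjusted p of 0.0666, 0.188 and 0.577, with 0.0101 in MX-1/T given slide as a block. Adjusted over the list alone 1, 2 and 1 of them were called. Of the other genes with the largest fold change in the paper's tables of adhesion and epithelial-mesenchymal transition, *GJA1* had a log2 fold change of -6.07 in MX-1/T (adjusted p = 0.347) and *SPP1* was at least 165-fold lower there (adjusted p = 0.275). In MX-1/TD, *SPP1* was well above background in replicate 3 only.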

The epithelial–mesenchymal transition pathway, as well as the cell adhesion and motility CSC pathway, were enriched in all chemoresistant sublines, but involved a wide spectrum of different genes (Fig. 2 and Additional file 1, Table S1). In contrast, chemokine encoded by *CXCL8* (FC ≥ 39), which is also considered as a CSC-mark, was upregulated in all chemoresistant sublines.

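*CXCL8* was not well above background in MX-1, with a normalized log2 intensity of -5.69 ± 0.40 (SD, n = 2), and was well above it on every other array. The means were 0.21 ± 0.96 (SD, n = 2) in MX-1/D, 0.13 ± 0.01 (SD, n = 2) in MX-1/T and -0.40 ± 1.02 (SD, n = 4) in MX-1/TD. *CXCL8* was at least 19.9-fold higher in MX-1/D (limma adjusted p = 0.0304), 18.9-fold higher in MX-1/T (adjusted p = 0.0271) and 13.0-fold higher in MX-1/TD (adjusted p = 0.0148). With slide as a block the adjusted p was 0.0250, 0.0648 and 0.0463, so that the call in MX-1/T was lost. Over all alternatives, unadjusted p-values included, it reached 1.00, 0.837 and 0.861. The highest adjusted p with 1 array left out was 0.0853 in MX-1/D without MX-1 replicate 2, 0.300 in MX-1/T without MX-1/T replicate 1 and 0.0630 in MX-1/TD without MX-1 replicate 2.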

Some pathways were selectively activated as a response to DOX or TPP^+^. Immune response-related genes were predominantly upregulated in TPP^+^-exposed cell lines, with a > 200-fold increase in expression levels of interleukins *IL6* and *IL1B* in MX-1/T subline (Additional file 1, Table S1). In contrast, marked changes in expression and the spectrum of histones and epigenetic regulators encoding genes prevailed in all DOX treated cells (MX-1/D and MX-1/TD).

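*IL6* had a normalized log2 intensity of -3.75 ± 1.31 (SD, n = 2) in MX-1, where 1 of 2 arrays was well above background. It was 4.30 ± 0.07 (SD, n = 2) in MX-1/T, a 265-fold rise (log2 8.05, standard error 2.07, limma adjusted p = 0.249; 0.350 with slide as a block). In MX-1/TD it rose 97.8-fold (log2 6.61, standard error 1.79, adjusted p = 0.167), with replicate 3 at -1.83, and in MX-1/D 7.41-fold (adjusted p = 0.494). Without MX-1/TD replicate 3 the rise in MX-1/T was called (limma adjusted p = 0.0262), and over all alternatives, unadjusted p-values included, its p ran from 0.00378 to 0.850. *IL1B* was below background in MX-1 and at least 98.0-fold higher in MX-1/T (adjusted p = 0.267), 17.4-fold higher in MX-1/TD (adjusted p = 0.241) and 14.9-fold higher in MX-1/D (adjusted p = 0.252), where 1 of 2 arrays was well above background.
The 36 interleukin and chemokine genes had medians of 0.36 in MX-1/D, 0.50 in MX-1/T and 0.53 in MX-1/TD, or 0.35, 0.50 and 0.21 with genes at their bounds and 0.10, 0.18 and 0.37 after normexp background correction. Camera's adjusted p was 0.00499, 0.00403 and 0.00594, and fry's was 0.0619, 0.0560 and 0.0560. After quantile normalization camera's adjusted p in MX-1/D was 0.0767. Over all genes 1 of them was called in each subline, and adjusted over the list alone 2, 6 and 6 were.

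**Figure D2:**
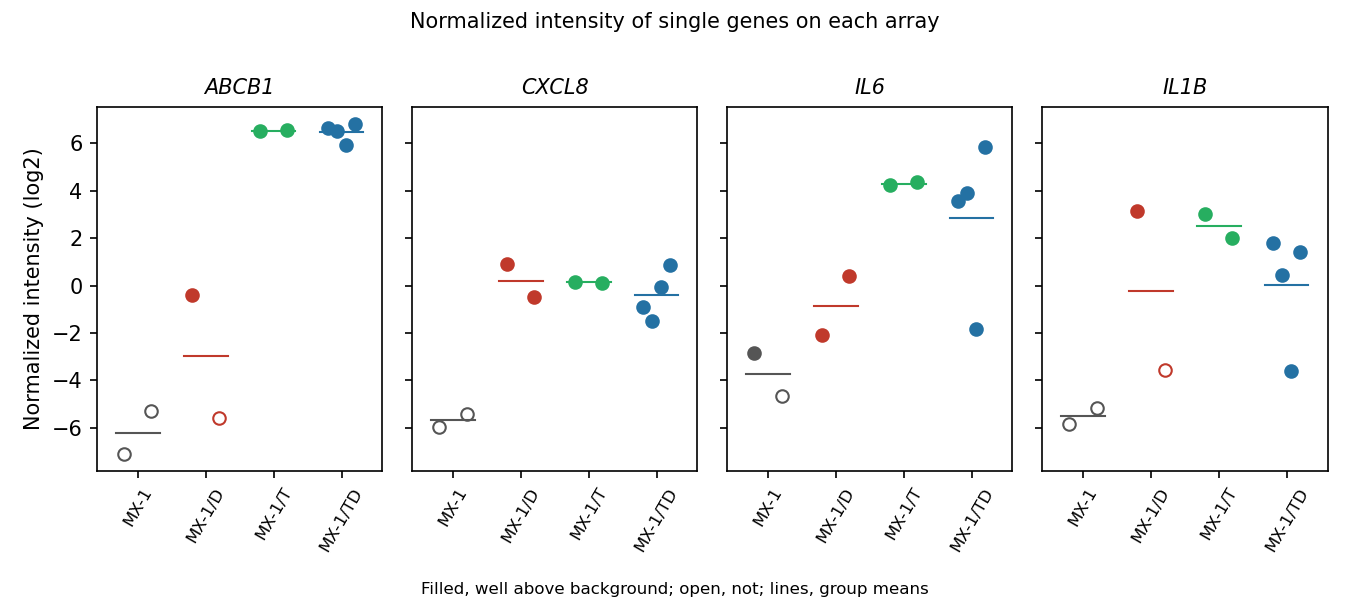
Normalized log2 intensity of ABCB1, CXCL8, IL6 and IL1B on each array by group. Filled points are well above background, open points are not, and lines are group means. All MX-1/T arrays lie above both MX-1 arrays for each gene.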

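The 77 histone genes tested fell in all 3 sublines, with a median log2 fold change of -0.82 in MX-1/D, -0.59 in MX-1/T and -0.68 in MX-1/TD. At least 2-fold, 28 fell and 3 rose in MX-1/D, 10 fell and 0 rose in MX-1/T, and 18 fell and 1 rose in MX-1/TD. Camera's adjusted p was 1.31e-05, 3.46e-07 and 8.46e-09, or 4.01e-05, 0.000107 and 3.58e-06 with slide as a block, whereas fry's was 0.134, 0.173 and 0.0885. Over all genes limma called 1 of them in MX-1/D, *MACROH2A2*, and 0 in MX-1/T and MX-1/TD. Adjusted over the list alone, these were 16, 0 and 0. In the same table of the paper, *H2AC16* had the largest change in MX-1/TD, with a log2 fold change of -1.55 (adjusted p = 0.166), and *H2BC21* the only entry in MX-1/T, with -0.64 (adjusted p = 0.507) for the probe used here and -1.30 for its other probe.
The 103 chromatin regulators had medians of -0.19, 0.06 and 0.03. Camera's adjusted p was 0.662, 0.258 and 0.258, with a downward direction in MX-1/D that was upward after quantile normalization. Over all genes 0, 0 and 1 of them were called, and adjusted over the list alone 4, 1 and 2. The paper states that some pathways were selectively activated in response to doxorubicin or TPP+. It then describes immune response genes in TPP+-exposed cells, and histones and epigenetic regulators in doxorubicin-treated cells.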

### Expression of EMT and cell stemness genes

In an attempt to validate the involvement of the EMT process and to determine the sequence of events, the expression levels of key EMT-related (*CDH1*, *CDH2*, *SNAI1* and *ZEB1*) and cell stemness genes (*POU5F1*, *SOX2* and *NANOG*) were measured in MX-1/D sublines resistant to increasing concentrations of DOX, and compared to MX-1/T and untreated MX-1 cells (Fig. 3).

**Figure 3:**
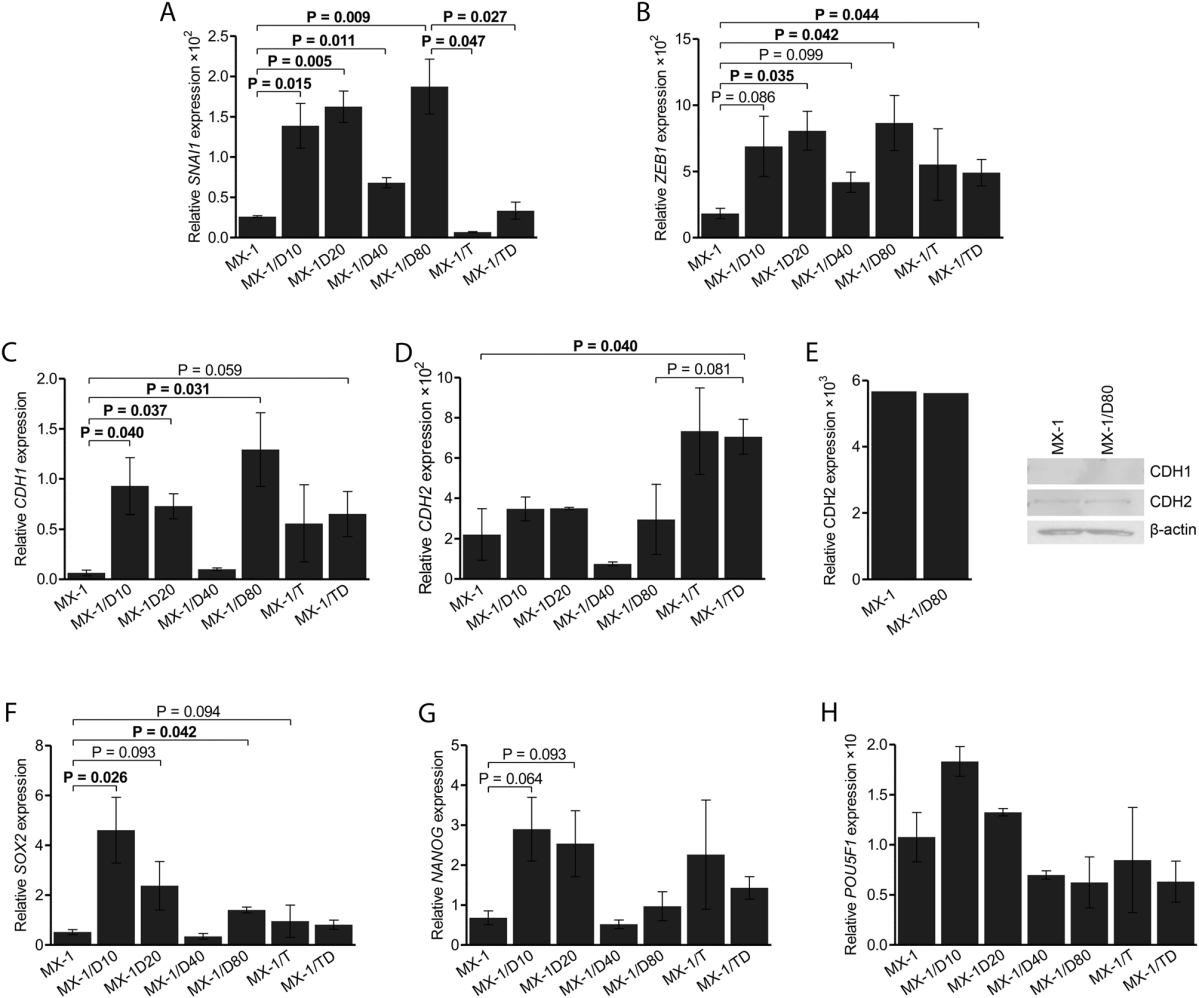
Differential gene expressions of the chemoresistant MX-1 cell sublines. (**A–D**) Results from quantitative PCR (qPCR) analysis showing the comparative mRNA expression of Epithelial–mesenchymal transition related genes in the parental MX-1 and chemoresistant cells, cultured with increasing concentrations (10 nM, 20 nM, 40 nM and 80 nM) of doxorubicin (MX-1/D), ABCB1 transporter activator TPP^+^ (MX-1/T) or both (MX-1/TD). (**E**) Western blot analysis of the protein expression of CDH1 and CDH2 in MX-1 and MX-1/D80 cells. (**F–H**) Relative expression level of cancer stem cells related genes. The graphs show the mean (± SEM) ratio of the indicated gene expression compared to endogenous control *HPRT1* expression. Indicated P values were calculated based on paired t-tests.

Upregulation of *SNAI1* and *ZEB1* were observed in MX-1/D cells, even at low concentrations of the drug, and reached 7.1-fold (*P* = 0.009) increase for *SNAI1* and 4.7-fold (*P* = 0.042) for *ZEB1* in MX-1/D80 subline (Fig. 3A,B). Increased mRNA level of *CDH1* was also observed in MX-1/D80 sublines, but was undetectable in protein level (FC = 21.4, *P* = 0.031; Fig. 3C,E; Additional file 1, Fig. 2). No significant changes in CDH2 expression were detected in mRNA or protein level (Fig. 3D,E). No significant alterations of the EMT gene expression were observed in MX-1/T as compared to untreated MX-1 cells, while the comparison to MX-1/D80 cells revealed significantly lower expression of *SNAI1* in MX-1/T, which was also characteristic of MX-1/TD cells. Differently from MX-1/T cells, MX-1/TD showed increased expression of *ZEB1* (FC = 2.6; *P* = 0.044; Fig. 3B) and *CDH2* (FC = 3.8; *P* = 0.040; Fig. 3D).

Upon selection for DOX resistance, an elevated expression of all evaluated stemness genes was observed (Fig. 3F–H) with the most evident upregulation of *SOX2* (*P* < 0.050) and *NANOG* (*P* = 0.064) in low concentrations of the drug. MX-1/T cells showed no expression changes of these genes.

### Hyperactivated expression of *ABCB1*

For a more precise evaluation, *ABCB1* expression at mRNA and protein levels was evaluated in MX-1 sublines. Upon induction of DOX resistance, no significant alterations in *ABCB1* expression were observed at intermediate concentrations of DOX, and only MX-1/D80 cells showed marked upregulation of *ABCB1* mRNA (FC = 8.7 × 10^3^, *P* = 0.016; Fig. 4A). In MX-1/T cells, considerable upregulation of *ABCB1* was determined at both mRNA and protein levels (FC = 7.8 × 10^5^, *P* = 0.004 and FC = 8.5 × 10^4^, *P* = 0.002, respectively; Fig. 4A,B; Additional file 1, Fig. 3), compared to untreated cells. The similar *ABCB1* and P-gp expression pattern was observed in MX-1/TD cells as well (FC = 6.9 × 10^5^, *P* < 0.001 and FC = 5.7 × 10^4^, *P* < 0.001, respectively; Fig. 4A,B).

**Figure 4:**
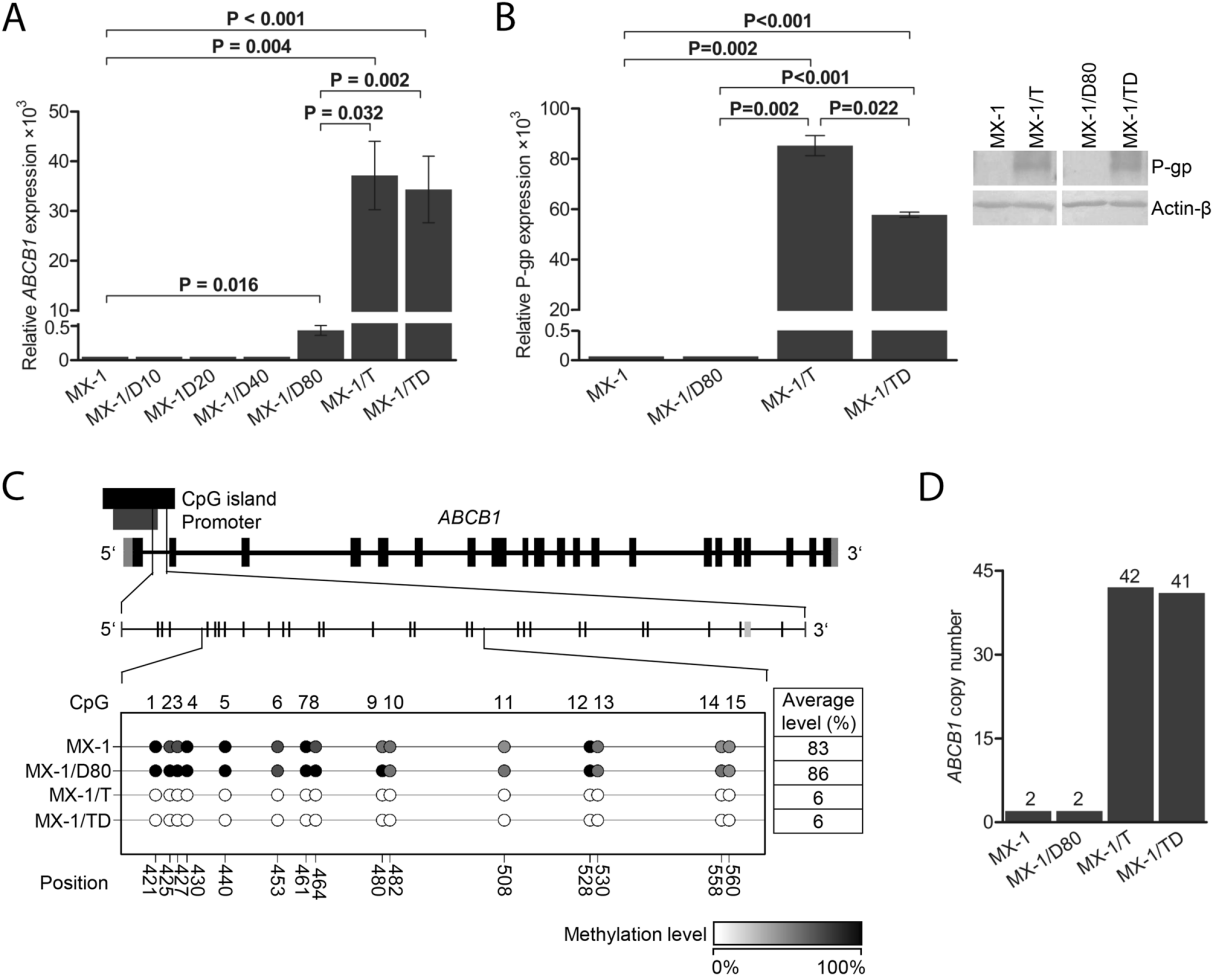
Upregulation of ABCB1 transporter in chemoresistant MX-1 cells. (**A**) mRNA levels of *ABCB1* in the MX-1 and chemoresistant cells, cultured with increasing concentrations (10 nM, 20 nM, 40 nM and 80 nM) of doxorubicin (MX-1/D10-80), ABCB1 transporter activator TPP^+^ (MX-1/T) or both (MX-1/TD) obtained by qPCR. The graph shows the mean (± SEM) ratio of the *ABCB1* expression compared to endogenous control *HPRT1* expression. (**B**) P-glycoprotein expression level in the parental MX-1 and chemoresistant MX-1/D80, MX-1/T and MX-1/TD cells obtained by Western blot analysis and the representative images of the experiment. The graphs show the mean (± SEM) ratio of the protein expression compared to actin β expression. *P* values were calculated based on paired t-tests. (**C**) Schematic figure detailing the CpG dinucleotides analysed by pyrosequencing in the downstream promoter of *ABCB1* gene and the methylation level of the selected CpGs in MX-1 and chemoresistant MX-1/D80, MX-1/T and MX-1/TD cells, depicted in the colours and expressed by percentage. (**D**) The copy number of *ABCB1* in non-treated MX-1 and chemoresistant MX-1/D80, MX-1/T and MX-1/TD cells evaluated by qPCR. The number of copies was calculated with Copy Caller Software v2.0 using *RNaseP* as an internal control.

In the comparison with MX-1/D80 cells, *ABCB1* mRNA and protein level was significantly higher in MX-1/T (FC = 90.1, *P* = 0.032 and FC = 8.5 × 10^4^, *P* = 0.002, respectively) and MX-1/TD (FC = 79.4, *P* = 0.002, and FC = 5.7 × 10^4^, *P* < 0.001, respectively) cells (Fig. 4A,B). In contrast, only weak (FC = 1.6; *P* ≤ 0.040) upregulation of other ABC transporter ABCC1 was established in all MX-1 sublines (Additional file 1, Fig. 4).

### Genetic and epigenetic regulation mechanisms of *ABCB1*

To clarify the mechanism of this atypical ABCB1 production in MX-1/T and MX-1/TD cells, changes in the promoter DNA methylation status and gene copy number were analyzed. Pyrosequencing of 15 CpGs in the downstream promoter of the gene revealed a marked reduction of DNA methylation levels in MX-1/T and MX-1/TD sublines (from ≥ 83% down to 6%) as compared to MX-1/D80 or untreated cells (all P < 0.001; Fig. 4C). Furthermore, > 40 copies of *ABCB1* gene were detected in both MX-1/T and MX-1/TD sublines, while only two copies were present in untreated cells (Fig. 4D). In comparison, neither gene amplification nor promoter demethylation occurred in MX-1/D80 cells.

## Discussion

Drug resistance is the major obstacle to the successful treatment of cancer. Prolonged exposure to chemotherapeutic drugs causes cellular changes leading to the acquired ability of cancer cells to survive drug effect; however, in some instances, the resistance develops quite rapidly. Recent studies^19^ suggest that inherent features of cancer cells can accelerate chemoresistance development and these features exist even in chemotherapy-naive cancer cells. The inherent tissue-specific capacity to extrude xenobiotic compounds, including chemotherapeutic drugs, is markedly enhanced in cancer cells through various pathways that include ABC transporter hyperactivation. In our study, at least two possible scenarios of chemotherapeutic drug DOX-resistance were described in unique cell sublines with chemoresistance developed under pressure of DOX and the nongenotoxic activator of ABCB1 transporter—TPP^+^. The gradual activation of the canonical EMT pathway was shown during the development of DOX-induced resistance without significant changes in P-glycoprotein expression. Meanwhile, in the case of ABCB1-hyperexpression, observed in TPP^+^-exposed cells, EMT pathway was likely dispensable. Besides, the mechanism of this nongenotoxic xenobiotic pressure-induced overproduction of ABCB1, was quite unique and combined the two (epi)genetic phenomena, i.e. the increase in gene copy number and DNA hypomethylation in the promoter region.

DOX is an anthraquinone-type genotoxic chemotherapeutic drug commonly used for the treatment of a wide variety of cancers, including breast cancer^20,21^. The mechanism of DOX action consists of DNA intercalation followed by topoisomerase 2 inhibition and generation of free radicals^22,23^. Under the pressure of increasing concentration of the drug, the DOX-resistant MX-1 cell line was derived, showing a 38-fold higher resistance than the parental cell line. The process was accompanied by the evident morphology and gene expression changes specific to EMT. During the EMT, polarized epithelial cells of carcinoma undergo major phenotypic changes by acquiring mesenchymal morphology and CSC features^24,25^. Recent studies^26,27^ revealed that the chemotherapy-induced EMT is mainly responsible for the chemoresistance development, not only by the cancer dissemination as suggested previously^24,28^, but increasing expression of ABC transporters has been related to this process as well, owing to the activity of the EMT-inducing transcription factors (TFs) on the promoters of ABC transporters^2,29,30^. In our study, the development of DOX-resistance in the MX-1 cell line, nicely conformed to this scenario. First, the key EMT TFs *SNAI1* and *ZEB1* together with stem cell markers *SOX2* and *NANOG* were activated, and then this was followed by increased *ABCB1* expression*,* however, without significant changes at the protein level. Moreover, this process involved multiple changes in the EMT, cell stemness, and chemoresistance pathways as observed in genome-wide gene expression analysis. However, the process of chemoresistance development can be led not only by the EMT.

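In MX-1/D, Supplementary Table S1 lists 27 entries for epithelial-mesenchymal transition, 18 higher and 9 lower, of which limma gave 3 at an adjusted p under 0.05 over all genes and 6 with slide as a block. The median log2 fold change of the 26 entries tested was 1.69. *GLIPR1*, the gene with the largest fold change of that list, was below background in MX-1 and at least 14.7-fold higher in MX-1/D (limma adjusted p = 0.0684; 0.0399 with slide as a block; up to 0.136 with 1 array left out). Of 20 entries for chemoresistance, 9 higher and 11 lower, 0 had an adjusted p under 0.05 and 3 with slide as a block. *DHRS3*, the largest of these, had a log2 fold change of 4.90 in MX-1/D (standard error 0.95, adjusted p = 0.0822), and 5.47 in MX-1/TD (adjusted p = 0.0373; 0.0973 with slide as a block; up to 0.120 with 1 array left out). The single entry for cancer stem cells is *CXCL8*. Of 11 entries for cell adhesion, *ARHGDIB* rose most, 118-fold (log2 6.88, standard error 1.38, adjusted p = 0.0849; 0.0484 with slide as a block; up to 0.175 with 1 array left out). Among 20 entries for channels and transporters, *ATP2B4* had a log2 fold change of 5.56 (standard error 1.14, adjusted p = 0.0863; 0.0469 with slide as a block; up to 0.173 with 1 array left out). For *ARHGDIB* and *ATP2B4* only 1 of 2 MX-1 arrays was well above background, so the size of their rise rests in part on background signal.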

There are reports showing the ability of ABCB1 to influence the EMT, and inhibition or decreased expression of *ABCB1* can lead to its suppression^31,32^. In our study, the treatment of MX-1 cells with a typical substrate for ABC transporters—TPP^+^—resulted not only in significant upregulation of the *ABCB1* gene, but also more than a 70-fold increase in resistance to DOX- and induced EMT-specific morphology changes. TPP^+^ is a non-genotoxic compound that tends to accumulate in mitochondria^33^. Attempts are made to use this lipophilic cation as a tracker moiety to deliver antioxidants to mitochondria for the prevention of senescence and age-related diseases, and also for targeted delivery of drugs in cancer chemotherapy^33–35^. In our study, DOX-resistance activated by this xenobiotic was accompanied by the most abundant gene expression changes and dysregulation of various cellular pathways, but the strongest effect of this compound was observed on *ABCB1* expression.

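*ABCB1* had the largest rise of all called genes in MX-1/T and in MX-1/TD. Both of its probes rose. The genes next to *ABCB1* in the annotation of GRCh38.p14 rose too. Within 10 annotated genes on each side, 11 genes were tested, and all 11 rose in both sublines. Their median log2 fold change was 3.21 in MX-1/T and 3.26 in MX-1/TD, while 95% of 10000 random runs of as many neighbouring genes lay between -0.63 and 0.49 and between -0.60 and 0.48 (permutation test, one-sided p = 0.0009 and 0.0006). With genes at their bounds the median was 3.21 and 3.08. In MX-1/D the median was -0.07 (permutation test, one-sided p = 0.359), and it was 0.18 between the single arrays of both groups on slide 1. The largest of the changes were those of *SLC25A40*, with 4.23 in MX-1/T and 3.89 in MX-1/TD (limma adjusted p = 0.0121 and 0.00497), and *ADAM22*, with 4.21 and 3.96 (adjusted p = 0.00504 and 0.00211; 0.00370 and 0.00238 with slide as a block). In MX-1/T both lost their call without 1 array, with an adjusted p of up to 0.172 and 0.0914. *ABCB4*, which was below background in MX-1, was at least 3.02-fold and 2.86-fold higher (adjusted p = 0.280 and 0.155), and *RUNDC3B* rose by 3.83 and 3.43 (adjusted p = 0.206 and 0.118; 0.0108 and 0.00830 with slide as a block). The other 7 genes, *ELAPOR2*, *DMTF1*, *TMEM243*, *TP53TG1*, *CROT*, *DBF4* and *SRI*, were called in both sublines, with log2 fold changes from 2.02 to 3.34. With 1 array left out, each of the 7 lost its call in MX-1/T (adjusted p up to 0.393 for *DMTF1*), and *CROT*, *ELAPOR2* and *DMTF1* lost it in MX-1/TD (up to 0.0803, 0.0628 and 0.0510). *DMTF1* was higher in MX-1/TD replicate 3 than in the other 3 arrays.

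**Figure D3:**
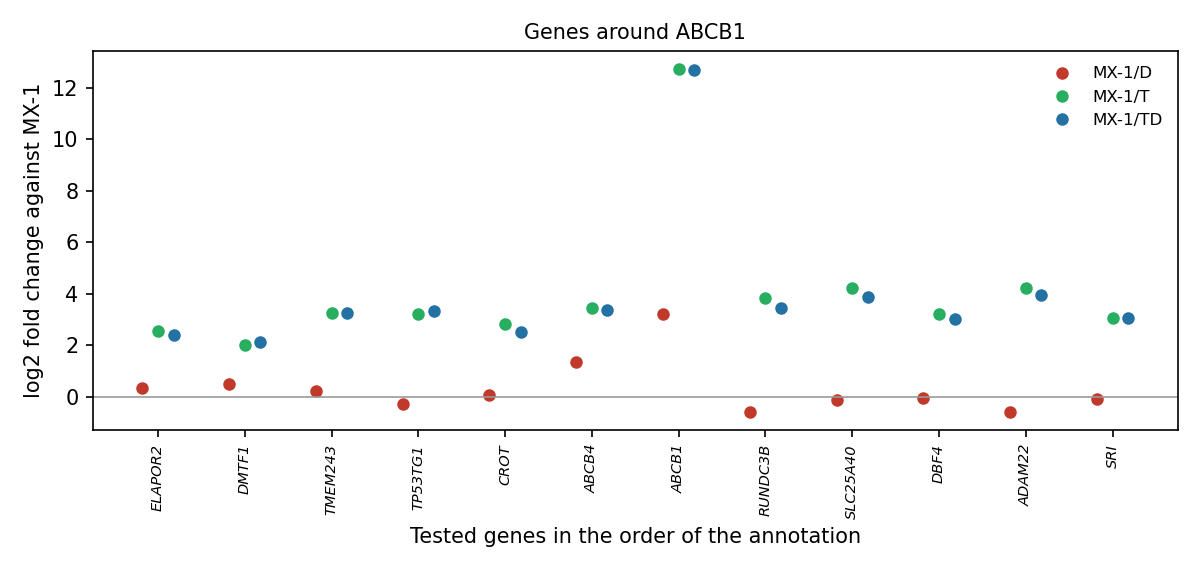
Fitted log2 fold change against MX-1 of ABCB1 and the tested genes next to it, in annotated order, in MX-1/D, MX-1/T and MX-1/TD. ABCB1 and ABCB4 are not well above background in MX-1, so their fitted values are no bounds. In MX-1/T and MX-1/TD all genes lie above 0.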

ABCB1 is considered as the key efflux pump, extruding various drugs and xenobiotics from the cells^36^ and the contribution of this protein to chemoresistance was discovered years ago^37^. Our study suggests that treatment of MX-1 cells with increasing concentrations of DOX can eventually activate expression of *ABCB1*, which is in agreement with the previous study^29^. However, the cell pretreatment with nongenotoxic ABC transporter substrate TPP^+^ can considerably enhance this process. Moreover, TPP^+^-induced overexpression of ABCB1 is driven by both genetic and epigenetic phenomena. Previous studies have shown the positive correlation between *ABCB1* promoter hypomethylation^13^ or the gene amplification^14^ and its expression level. In our study, *ABCB1* hyperexpressing cells were characterized by both gene amplification and DNA demethylation in the downstream promoter; the latter mechanism potentially is decisive, because tremendous > 7 × 10^5^-fold expressional upregulation of *ABCB1*, observed in this study, cannot be explained only by 21-fold increased gene amplification. To the contrary, no such genetic or epigenetic alterations were found in DOX-only treated cells, where *ABCB1* expression was possibly enhanced by another possible mechanism involving the EMT-specific TFs.

## Conclusions

The results of our study suggest two possible pathways towards chemoresistance: through activation of the key EMT TFs without the need of ABCB1 activation and through ABCB1 hyperactivation by both, genetic and epigenetic mechanisms. According to our observation, the combination of demethylation of the *ABCB1* downstream promoter and gene amplification plays the crucial role for acquisition of stronger chemoresistance. This study showed the possibility, that controlling at least one of these mechanisms may lead to a way to overcome the chemoresistance. Besides, the data of our study warn about the possibility of accelerated development of chemoresistance by exposure to nongenotoxic ABCB1 inducers. Further, in vivo studies could assist to elucidate the exact response pathways activated by such ABCB1 inducers.

## Materials and methods

### Cell cultivation and establishment of resistant sublines

The MX-1 cell line was maintained as an attached monolayer culture in RPMI 1640 medium, supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS), 100 U/mL and 100 μg/mL penicillin–streptomycin (all from Biochrom AG, Germany). The cells were grown in cell culture bottles (growth surface 75 cm^2^) with filter screw caps (Carl Roth, Germany) at 37 °C in an atmosphere with 90% humidity and 5% CO_2._ For the investigation of the mechanisms of chemoresistance, cell models—DOX-exposed and TPP^+^-exposed MX-1 cells—were established and named MX-1/D and MX-1/T, respectively. Drug resistance was derived by a stepwise selection method as described previously^38^. Briefly, initially DOX-sensitive MX-1 cells were incubated with 10 nM DOX (Teva, UK), and doubling of the drug concentration was performed until the final concentration of 80 nM DOX was applied. Ultimately, four MX-1 cell sublines resistant to increasing concentrations of DOX were established and named MX-1/D10, MX-1/D20, MX-1/D40, and MX-1/D80, accordingly. These MX-1/D cell sublines were cultured in the indicated concentrations to maintain the resistance. For generation of ABCB1-active MX-1 cells, increasing concentrations (from 2 to 128 μM) of TPP^+^ (chloride salt, Fluka, St. Gallen, Switzerland), as a model substrate of ABC transporters^18^, were used and cells resistant up to 128 μM of TPP^+^ were generated (MX-1/T). Finally, ABCB1-active cells were exposed to high concentrations (up to 1280 nM) of DOX for a week in order to generate MX-1/TD cell sublines. The morphological changes in all derived chemoresistant MX-1 cell sublines were observed by an inverted fluorescence microscope Motic AE31 (Xiamen, China). The images were captured at a 200-fold magnification.

### Cell viability measurements

Cell chemoresistance was determined as cell survival in the exposure to various DOX concentrations by standard colorimetric MTT assay as previously described^39^. Cells were seeded into 96-well plates with each well receiving a volume of 200 μL at a density of 10^4^ cells/well. Then DOX at a final concentration of 0.05–51.2 µM, paclitaxel (Pharmachemie B.V., Netherlands) and cisplatin (Accord healthcare, Estonia) at final concentrations of 0.065–64.0 µM was added to the test cells and no drugs was added to the control. Cells were cultured in plates at 37 °C under a humidified atmosphere with 5% CO_2_ for 72 h. MTT was dissolved in PBS at 5 mg/mL and then medium with DOX was exchanged by 20 μL of this solution. The cells were incubated at 37 °C for another 1 h, after which cells were washed 3 times with PBS, and 50 μL of 2-propanol was added to each well. The absorbance at 585 nm was measured using a Tecan GeniosPro plate reader with 612 nm as a reference wavelength. The absorbance of the background was determined using 2-propanol but no cells. The results are presented as the percentage viability of cells exposed to DOX relative to non-exposed cells.

### RNA and DNA extraction

For the isolation of nucleic acids, chemoresistant MX-1/D, MX-1/TD cells were grown in DOX supplemented medium, while MX-1/T cells with TPP^+^. At least 1 × 10^6^ cells were used for genomic DNA extraction using NucleoSpin Tissue Kit according to the manufacturer’s protocol (Macherey–Nagel, Germany). The total RNA was extracted from about 2 × 10^6^ cells with mirVana Kit according to the manufacturer’s protocol (Ambion, Thermo Fisher Scientific, Foster City, CA, USA). The RNA integrity number (RIN) was ≥ 9.4, as evaluated with 2100 Bioanalyzer system using RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA).

### Global gene expression profiling

Microarray hybridization was performed according to the manufacturer’s protocol for One-Color Microarray-Based Gene Expression Analysis v6.5 (Agilent Technologies) as described previously^40^. Briefly, 200 ng of total RNA was processed with a Low Input Quick Amp Labeling Kit, One Color and using a RNA Spike-In Kit, One Color (Agilent Technologies). Samples were hybridized onto Human Gene Expression (v2) 8 × 60 K microarrays (design ID 039494; Agilent Technologies) for 17 h at 65 °C. Microarrays were scanned using a SureScan microarray scanner, and the images were analyzed with Feature Extraction software v10.7 (Agilent Technologies). Data have been submitted to Gene Expression Omnibus repository, record number GSE163986. GeneSpring software v12.6 (Agilent Technologies) was used for data pre-processing from two separate experiments. Individual probe signals marked as saturated, non-uniform, or outlier were marked NA. Probes having an NA within at least one sample were removed from the analysis. The dataset of each sample was log2-transformed and 75-percentile normalized without baseline transformation. Probe annotations were extracted from eArray platform [https://earray.chem.agilent.com] according to the corresponding microarray design identifier. For the comparison of two groups, the fold change (FC) value was estimated and t-test was applied. Pathway analysis was performed using the Gene Set Enrichment Analysis software (GSEA) developed by the Broad Institute^41^. GSEA provides a software platform to analyze gene expression data through pairwise comparison of the dataset of interest with known biological processes and pathways. Our dataset was compared against the following reference genesets: hallmark epithelial mesenchymal transition, immune and inflammatory response, xenobiotic metabolism, KEGG ABC transporters, drug metabolism—other enzymes, cell adhesion molecules cams, ECM receptor interactions, GO regulation of cell differentiation, transporter activity, cellular component movement, and chromosome organisation. Data was also analyzed with the Ingenuity Pathway Analysis (IPA, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). IPA software examines functional relationships within an input list of genes, and identifies the pathways from the IPA library of canonical pathways that were most significantly associated with the dataset.

### Target gene expression profiling by RT-qPCR

For reverse transcription (RT), Maxima First Strand cDNA Synthesis Kit for RT-qPCR was used according to the manufacturer’s protocol (Thermo Scientific, Thermo Fisher Scientific). Aliquots containing 1 μg of total RNA were used from each sample. Expression levels of selected genes—*ABCB1*, *ABCC1*, *POU5F1*, *NANOG*, *SOX2*, *CDH1*, *CDH2*, *SNAI1*, *ZEB1*, and endogenous control *HPRT1*– were evaluated in all cell sublines using TaqMan Gene Expression Assays Hs_00184500_m1, Hs_01561502_m1, Hs_00999632_g1, Hs_04260366_g1, Hs_04260357_g1, Hs01023895_m1, Hs00983056_m1, Hs00195591_m1, Hs00232783_m1, and Hs02800695_m1, respectively (all from Applied Biosystems, Thermo Fisher Scientific). Quantitative PCR (qPCR) was performed in duplicates on ViiA 7 Real Time PCR System (Applied Biosystems, Thermo Fisher Scientific). Reaction volume of 20 μL consisted of 1 × TaqMan Universal Master Mix II, no UNG, 2 × TaqMan Gene Expression Assay (both from Applied Biosystems, Thermo Fisher Scientific) and 2 μL of cDNA sample. Thermocycling parameters were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Two technical replicates of the experiment starting from the RT step were performed. For the analysis of relative changes in gene expression, raw cycle of quantification (Cq) values were normalized to *HPRT1* and converted to linear scale.

### DNA methylation analysis by pyrosequencing

Four hundred ng of isolated DNA was modified with bisulfite using the EZ DNA Methylation Kit (Zymo Research, USA) and standard protocol, except that the initial incubation of samples was performed at 42 °C for 15 min. DNA methylation intensity in *ABCB1* gene was analyzed by pyrosequencing, using primers designed with PyroMark Assay Design Software (version 2.0.1.15, Qiagen, Valencia, CA, USA). The target sequence contained 15 CpGs in total. The PCR mixture (25 μL) consisted of 1 × PyroMark PCR Master Mix (Qiagen), 0.28 μM of each primer (Forward: biotin-GTGGGTGGGAGGAAGTAT and Revers: ATCCCCTTCAAAATCCATTCC) and 3 μL bisulfite modified DNA. Prior to pyrosequencing, PCR products were analyzed on 3% agarose gel with ethidium bromide staining. Single-stranded amplicons from 10 μL of PCR products were isolated using Streptavidin Sepharose High Performance mix (GE Healthcare Bio-Sciences AB, Uppsala, Sweden). Pyrosequencing was performed with the PyroMark Q24 system (Qiagen) using PyroMark Q24 Gold reagents (Qiagen) and 0.91 μL sequencing primers (5′-CTAACAACCCCTTCTAAACTTTACC-3′ and 5′-ATACCCCAACTACTCTAA-3′). Data was analyzed using the PyroMark Q24 Software (version 2.0.6, Qiagen) which calculates the methylation intensity as a C/T ratio at each CpG position.

### *ABCB1* copy number quantification

To assess the *ABCB1* gene copy number, TaqMan Copy Number Assay (Hs04939312_cn) was used. For the internal control RNaseP TaqMan Copy Number Reference Assay (assay ID 4403326) was selected. The assays were performed in duplicates using StepOne Plus PCR instrument (Applied Biosystems, Thermo Fisher Scientific). Reaction mix (20 μL) consisted of 1 × TaqMan Universal Master Mix II, no UNG, 2 × TaqMan Copy Number Assay, 2 × TaqMan Copy Number Reference Assay (all from Applied Biosystems, Thermo Fisher Scientific) and 20 ng of the DNA sample. Thermocycling parameters consisted of 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Relative quantification analysis was done to estimate the *ABCB1* copy number for each sample by using the Copy Caller Software v2.0 (Applied Biosystems).

### Western blot analysis

Western blot analysis was performed as previously described^42^. Briefly, chemoresistant MX-1/D and MX-1/TD cells were grown in a DOX-supplemented medium, while MX-1/T cells were grown with TPP^+^. Total proteins were isolated from cell lysates in RIPA buffer which contained 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% IGEPAL CA-630 (Sigma-Aldrich; Merck Millipore, Darmstadt, Germany), 0.5% sodium deoxycholate and 0.1% sodium dodecyl sulfate (SDS), protease inhibitor cocktail (Sigma-Aldrich; Merck Millipore). Cells were homogenized using an ultrasonic sonicator (500-W Ultrasonic Processor; Cole-Parmer Instrument Co. Ltd., London, UK). Protein samples were separated onto 7.5% SDS–polyacrylamide gel for the detection of P-gp and 8% for the detection of CDH1 and CDH2 and transferred to nitrocellulose membranes (Sigma-Aldrich, Steinheim, Germany). Proteins were labelled with anti-P-gp, anti-CDH1, anti-CDH2 or anti-β-actin (Invitrogen, Thermo Fisher Scientific, Vilnius, Lithuania) antibodies in blocking solution (5% non-fat milk in phosphate-buffered saline, PBS). Immunoreactive bands were detected by anti-mouse HRP-conjugated secondary antibody (Invitrogen, Thermo Fisher Scientific, Vilnius, Lithuania). Immunocomplexes were visualized using liquid 3,3′,5,5′-tetramethylbenzidine substrate (Sigma-Aldrich; Merck Millipore) and documented using the CanoScan 5600F (Canon, Thailand) scanner. The values of P-gp, CDH1 and CDH2 signals were calculated using the image analysis program ImageJ version 1.47 (National Institutes of Health, Bethesda, USA).

### Statistical analysis

Statistical analysis was performed using STATISTICA v8.0 (StatSoft, Tulsa, OK, USA) and GraphPad Prism software v0.0 (GraphPad Software, La Jolla, CA, USA). Data are statistically presented as the mean (± Standard Error of the Mean (SEM)) for at least two separate experiments. Comparisons between groups were analyzed via t-test^29^. Probability values of *P* < 0.050 were considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its supplementary information.

## Abbreviations

CSC: Cancer stem cells
DOX: Doxorubicin
EMT: Epithelial–mesenchymal transition
TPP^+^: Tetraphenylphosphonium cation

# Supplementary material for: Nongenotoxic ABCB1 activator tetraphenylphosphonium can contribute to doxorubicin resistance in MX-1 breast cancer cell line
**Source:** Sci Rep. 2021 Mar 22;11:6556. doi: 10.1038/s41598-021-86120-6
**Supplement:** Supplementary file 1 — Supplementary Information.

**Nongenotoxic ABCB1 activator tetraphenylphosphonium can contribute to doxorubicin resistance in MX-1 breast cancer cell line**

Raimonda Kubiliute^1,2,3^, Indre Januskeviciene^2^, Ruta Urbanaviciute^2^, Kristina Daniunaite^1,3^, Monika Drobniene^3^, Valerijus Ostapenko^3^ Rimantas Daugelavicius^2^, Sonata Jarmalaite^1,3^

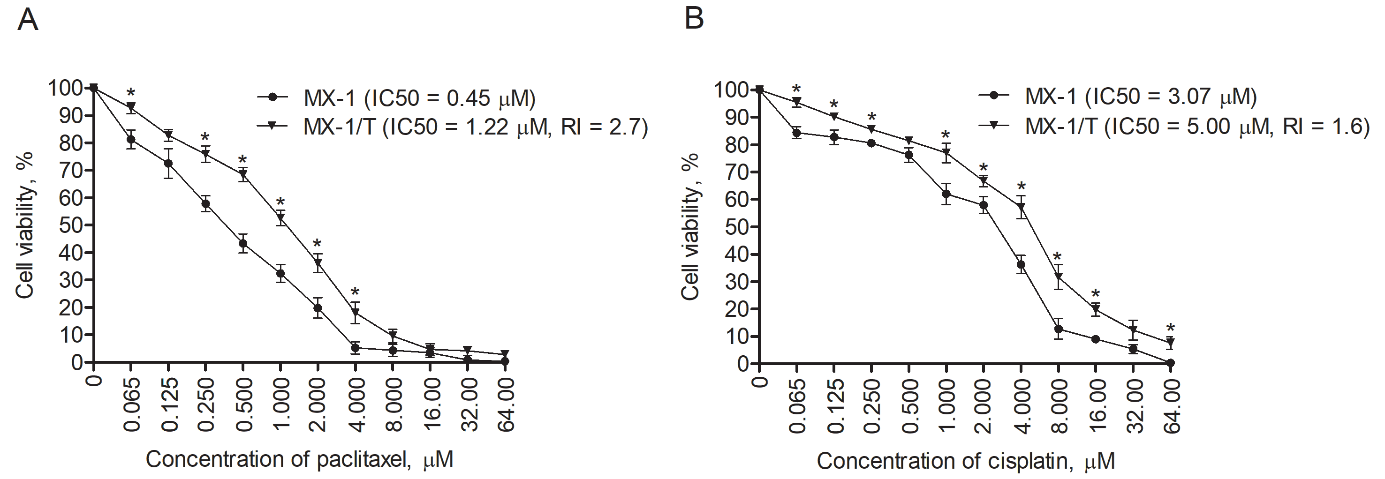

**Supplementary Figure1.** **Multidrug resistance of ABCB1-hyperexpressing MX-1/T cells**. Cytotoxicity of paclitaxel (A) and cisplatin (B) measurements with the MTT assay in the parental MX-1 cells and chemoresistant MX-1/T (cultured with ABCB1 transporter activator TPP+ (128 nM)) subline. Resistance index was calculated IC50 values of chemoresistant cells dividing by IC50 of parental MX-1 cells. The asterisks indicate statistically significant (P < 0.05) differences between wild-type and chemoresistant cells. RI - resistance index.

**
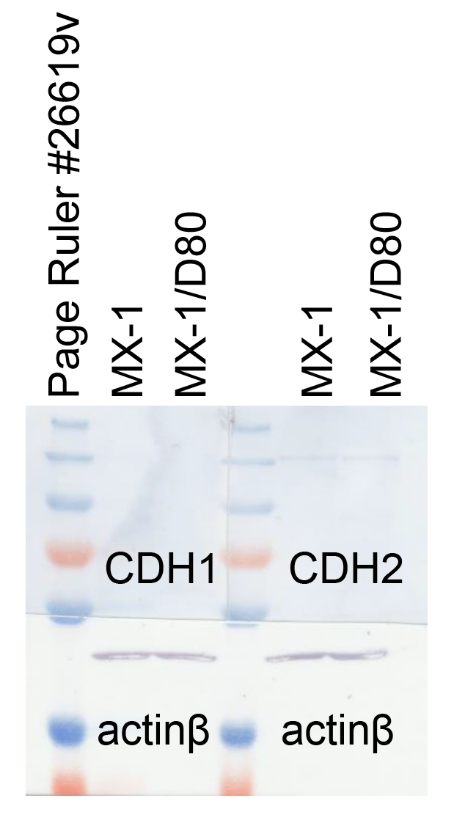
**

**Supplementary Figure 2.** **Images of Western blot analysis of CDH1 and CDH2 in MX-1 cell sublines.** CDH1, CDH2 and actinβ expression levels in the parental MX-1 and chemoresistant MX-1/D80 cells obtained by Western blot analysis.

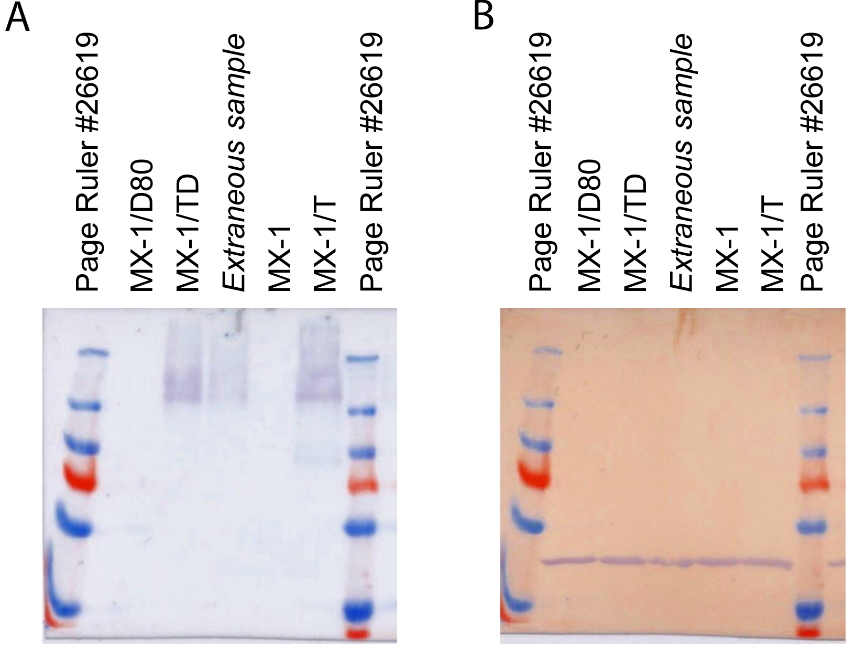

**Supplementary Figure 3.** **Images of Western blot analysis of Pgp in MX-1 cell sublines.** P-glycoprotein (A) and actinβ (B) expression levels in the parental MX-1 and chemoresistant MX-1/D80, MX-1/T and MX-1/TD sublines obtained by Western blot analysis.

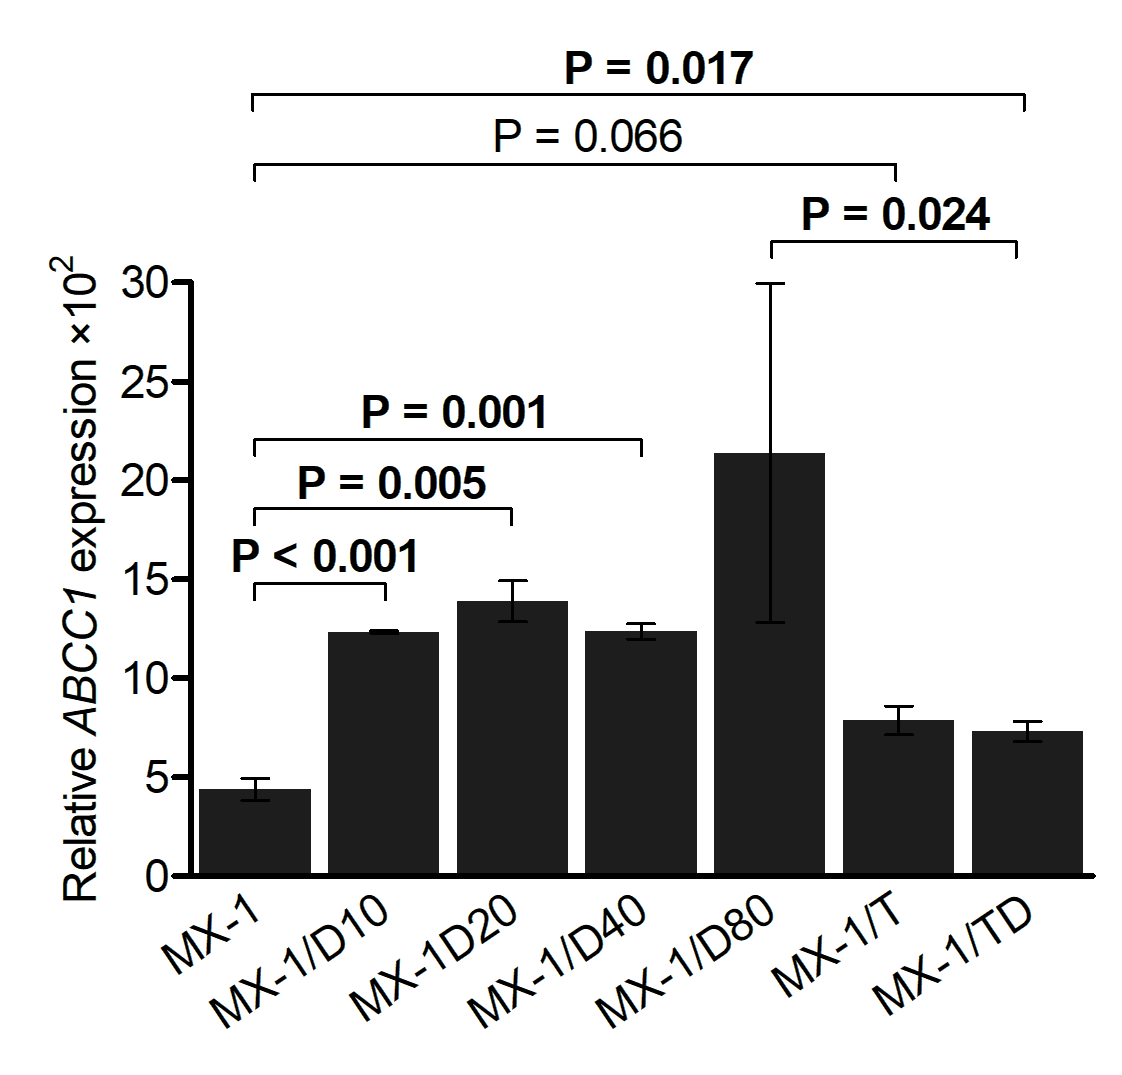

**Supplementary Figure 4. *ABCC1* exprssion in MX-1 cell sublines.** mRNA levels of *ABCB1* in the MX-1 and chemoresistant cells, cultured with increasing concentrations (10 nM, 20 nM, 40 nM and 80 nM) of doxorubicin (MX-1/D10-80), ABCB1 transporter activator TPP^+^ (MX-1/T) or both (MX-1/TD) obtained by qPCR. The graph show the mean (± SEM) ratio of the *ABCC1* expression compared to endogenous control *HPRT1* expression. P values were calculated based on paired t-tests.

**Supplementary Table S1.** Differentially expressed EMT, chemoresistance, cancer stem cells (CSC), immune response, cell adhesion and motility related genes as well as epigenetic regulators, various channels and transporters coding genes in chemoresistant MX-1/D (cultured with 80 nM of doxorubicin), MX-1/T (cultured with ABCB1 transporter activator TPP+ (128 nM)) and MX-1/TD (MX-1/T cells cultured in media supplemented with up to 1280 nM of doxorubicin for a week) cells compared to parental MX-1 cells. The results were obtained using Human Gene Expression (v2) 8×60K microarrays (design ID 039494) and selected manually, accordin to the result, obtained by Gene Set Enrichment Analysis, Ingenuity Pathway Analysis softwares and previously publishd studies. Indicated P values were calculated based on paired t-tests and only significant values are provided. FC - absolute fold change level.

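The table holds 394 entries of a gene in a subline, 241 upregulated and 153 downregulated, for 278 genes. Its fold changes are ratios to MX-1 without sign, and its P values are not adjusted for the number of genes on the array. For 37 entries a group was below background on all its arrays, so that the size of the fold change rests on background signal. The entries for cell adhesion number 11 in MX-1/D, 18 in MX-1/T and 18 in MX-1/TD, those for channels and transporters 20, 31 and 40, those for chemoresistance 20, 13 and 26, those for epithelial-mesenchymal transition 27, 46 and 51, those for cancer stem cells 1, 4 and 7, and those for epigenetic regulators 19, 1 and 25. Immune response has 6 entries in MX-1/T and 10 in MX-1/TD. Over the entries tested, the median log2 fold change in MX-1/D was negative for channels and transporters (-0.75), chemoresistance (-0.80) and epigenetic regulators (-1.03), and positive for adhesion (2.11). In MX-1/T and MX-1/TD it was positive for channels (1.20 and 1.05), chemoresistance (1.25 and 1.63) and epithelial-mesenchymal transition (1.00 and 1.82), and in MX-1/TD it was negative for epigenetic regulators (-1.07).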

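The fold change computed from the scanner's files was within 0.1 log2 of the table's for 368 of the 394 entries. The p of the unpaired form of the methods' t-test was within 0.002 of the table's P for 366 entries, and that of its paired form, by the replicate number in the sample titles, for 12.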

How the deposited data were processed for this re-analysis (not part of the article)

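RNA of the parental MX-1 cells and of the sublines MX-1/D, MX-1/T and MX-1/TD was measured on 10 single-colour Agilent expression arrays. The groups were MX-1 (2 arrays), MX-1/D (2 arrays), MX-1/T (2 arrays) and MX-1/TD (4 arrays), as the paper names them, and replicates were numbered as in the sample titles. The 2 doxorubicin doses that the labels give within MX-1/TD were read as 1 group and split in an alternative.

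The authors deposited the scanner's files, which hold per spot an intensity on a linear scale with the background subtracted by Agilent's Feature Extraction software, with flags for saturated, non-uniform and outlying spots and for spots well above background. The authors also deposited a matrix of log2 values, which in the paper's methods are log2-transformed signals scaled to the 75th percentile of each array without baseline transformation. It holds 50739 probes, and each of its columns was checked to be the log2 of an array's processed signal minus a constant. The columns of MX-1/T replicates 1 and 2 and of MX-1/TD replicates 1 and 2 were exchanged in the matrix against the scanner's files, within their groups, so no group mean depends on it. The scanner's files were used for all values, and the matrix in an alternative.

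Each array has 62976 spots, of which 58717 are not controls and measure 50599 probes. No spot was saturated. Spots marked non-uniform or outlying were left out, and 50589 probes had an unmarked spot on all arrays. A gene's name was taken from the accession of its probe through a table of RefSeq genes of GRCh38.p14, used only for names and for the order of neighbouring genes, because the column of gene names that had been planned on was absent from the files. It named 30008 probes, or 59.3%, among them 30001 of the 32013 probes with a RefSeq accession, and the accession's version differed for 3352 probes. The named probes belong to 21614 genes, of which 6229 have several probes. A probe without a name was kept as a gene of its own, and 5494 of the genes tested had no name.

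Before the data were examined, the following choices were fixed: the groups, the scaling, the filter that a probe be well above background on every array of at least 1 group, the probe with the highest mean for each gene, the limma fit, the limits for a call (adjusted p under 0.05 and a fold change of at least 2), the gene families, the alternatives apart from those named as added, and the rule for naming genes. The rule names every gene that the paper names in its Results from the arrays or draws in Fig. 2H, the genes it measured by quantitative PCR, the 3 genes with the largest rise and the 3 with the largest fall in each comparison with MX-1 (among called genes whose arrays do not overlap between the groups and whose brighter group is well above background on every array), the gene with the largest fold change in each category and subline of Supplementary Table S1, and the genes within 10 annotated genes of *ABCB1*. Genes outside the rule, such as *DHRS4*, the genes of sterol synthesis and those at the ends of windows of neighbouring genes, were chosen after their values were seen.

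Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, in a single fit of the 4 groups with 6 residual degrees of freedom and 2.81 prior degrees of freedom, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. The comparisons were each subline with MX-1, MX-1/TD with MX-1/D, MX-1/TD with MX-1/T, the label doses within MX-1/TD, and the effect of doxorubicin with TPP+ against that without. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Clustering used average linkage, since the paper's text does not name its linkage. Gene families were tested by camera with a preset inter-gene correlation of 0.01, beside fry and camera with an estimated correlation, over 12 families and 36 tests. The families were histones, potassium channels, calcium channels, solute carriers, ABC transporters, protocadherins, interleukins and chemokines, matrix metalloproteinases, chromatin regulators, aldo-keto reductases and aldehyde dehydrogenases, taken by symbol, and 15 mesenchymal and 15 epithelial markers chosen from general knowledge. The run of genes around *ABCB1* was set beside 10000 random runs of neighbouring tested genes.

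The alternatives tried were normexp background correction with an offset of 50 on the median signal (the mean signal planned on was absent from the files), quantile normalization, the authors' matrix, no filter on dim probes, only probes well above background on all arrays, saturated spots left out too, no spots left out, a call by any probe of a gene, only the 2 groups compared, MX-1/TD split by label dose, the replicate number as a block, slide as a block (slide and scan coincide), the methods' t-test with and without adjustment and filter, its paired form, an unadjusted p, no limit on the fold change, each array left out in turn, Ward linkage on Euclidean distance, the 2000 genes with the largest variance, removal of slide or replicate number before clustering, and 5 or 20 annotated genes on each side of *ABCB1*. Of these, 20 annotated genes held the same 11 tested genes as 10, and no spot was saturated, so neither setting could change a result. The 8 arrays of slide 1 alone (1 of MX-1, 1 of MX-1/D, 2 of MX-1/T and 4 of MX-1/TD), the removal of slide before clustering, and slide, scaling and leaving out arrays in camera were added after the data had been seen, and so was the median around *ABCB1* under each alternative of the fit.

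The procedure was tested on simulated data with the group sizes of these arrays and 200 of 19670 genes changed. Each gene had its fitted spread, the same in all groups. The changed genes were drawn only from those well above background on all arrays. The recovery below therefore does not hold for genes that are dim in a group or vary more in MX-1 and MX-1/D. A log2 change of 4 was recovered in 96.5% of genes for MX-1/D, 95.5% for MX-1/T and 98% for MX-1/TD, and a change of 2 in 43.5%, 38.5% and 70.5%, with 3 to 9 false calls. With slide as a block and no added difference between slides, a change of 2 was recovered in 19%, 0% and 0%, so the block itself lowers recovery. With an added difference between slides and no block, a change of 2 was recovered in 0%, 0% and 31.5%, and with slide as a block in 17.5%, 0% and 28.5%. Overlaps between comparisons that share the MX-1 arrays were set beside 100 simulated sets of unchanged groups. These sets had the same spread in all groups and no difference between slides.

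The paper's gene sets for GSEA and IPA, its quantitative PCR, Western blots, pyrosequencing and copy number assays were not analysed here.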

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

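The tests of the label dose in MX-1/TD, of slide in the windows of MX-1/D, in *SRGN* and around *ABCB1*, and of differences within slide 1 were chosen only after the result was seen. The median of the genes around *ABCB1* against random runs was planned before the data were examined.

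In MX-1/TD, replicate 3 lay apart from the other 3 arrays in 4 of the 50 named genes that could be tested, all of them on this array. The gap of the array to its neighbour made up 0.833 of the range of the group for *ALDH1A3*, 0.854 for *CYP27C1*, 0.864 for *DMTF1* and 0.859 for *SPP1*, past the limit of Dixon's test at 95%, and chance puts about 1 in 20 groups past this limit. *CYP27C1* was not well above background on any MX-1/TD array, so its gap lies between background signals. For *SPP1* replicate 3 had a normalized log2 intensity of 2.98, against at most -5.36 on the other MX-1/TD arrays and 1.46 and 3.71 in MX-1. RNA of parental MX-1 cells in the sample was tested as an explanation. *ABCB1* was lower by a log2 of -0.75 in replicate 3 than in the other 3 arrays, which would need 40.7% of parental RNA. The 29 genes far lower in the other 3 arrays than in MX-1 would then rise by a median of 4.14, but rose by 0.957, with 28 of 29 higher, and choosing genes on the other 3 arrays gives some rise by itself. Also, 648 genes were lower in replicate 3 than in the other 3 arrays by more than *ABCB1*, against 108 to 254 for the other arrays, which a mixture with parental RNA cannot give. Both argue against parental RNA as the whole cause, while a share of a few percent stays open. Replicate 4 has the label dose of replicate 3, and the correlation of these replicates minus the mean correlation of replicate 4 with replicates 1 and 2 was -0.00423. Replicate 3 itself correlated with replicate 4 at 0.979 and with replicates 1 and 2 at 0.973 and 0.971. The label dose alone would have moved replicate 4 as well. For *ALDH1A3*, *DMTF1* and *SPP1*, replicate 4 had 5.27, 4.84 and -5.61, against 3.22, 5.19 and 2.98 in replicate 3. Each time replicate 4 lay between replicates 1 and 2. For these genes this argues against the label dose as the whole cause. With 2 arrays at each label dose, a part of the dose beside a difference between cultures stays open.

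*SRGN* moved in opposite directions, falling in MX-1/D and rising in MX-1/T and MX-1/TD. The direct comparison of MX-1/TD with MX-1/D gave a log2 difference of 8.58 (standard error 0.44, limma adjusted p = 0.000289), with all 4 MX-1/TD arrays above both MX-1/D arrays. Its log2 fold change was 4.44 in MX-1/T (adjusted p = 0.0162, and 0.197 at most with 1 array left out) and 4.24 in MX-1/TD (adjusted p = 0.00695, and 0.0532 at most). A difference between slides is argued against by the fit with slide as a block, where the log2 difference of MX-1/TD and MX-1/D was 8.23 (adjusted p = 0.000539). On slide 1 alone, which holds a single MX-1/D array, it was 7.93. Over all arrays it was 6.91 after normexp background correction and 9.06 after quantile normalization. An effect of the different treatments on *SRGN* is a hypothesis that rests on these same arrays.

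The genes next to *ABCB1*, which the paper does not discuss, rose together, with a median log2 fold change of 3.21 in MX-1/T and 3.26 in MX-1/TD. A difference between slides is argued against by the median in MX-1/TD with slide as a block, 3.25. Within slide 1, against its single MX-1 array, it was 3.40. Signal shared between spots close to each other on the array is argued against by the median distance of the 12 spots of *ABCB1* and these genes, 126 in units of spot rows and columns against 140 in random sets, with 22.3% of random sets as close. A gain of the region that carries *ABCB1* could raise neighbouring genes together, but the median of 3.26 is the pattern itself and no separate test of a gain. The paper reports extra copies of *ABCB1* in these sublines from its copy number assay, which was not analysed here. With expression alone, a gain and control of several neighbouring genes without one cannot be told apart for these genes.

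Windows of 30 neighbouring tested genes over all chromosomes also moved together. Of 459 windows, 3 were higher and 7 lower in MX-1/D, 4 higher and 6 lower in MX-1/T, and 4 higher and 8 lower in MX-1/TD, past the largest median that 1000 shuffles of the gene order allow (0.617, 0.543 and 0.510). These limits were not drawn anew with slide as a block, and all MX-1/T and MX-1/TD arrays lie on slide 1. With that block, *TRIP12* to *NGEF* had -0.376 in MX-1/T and -0.351 in MX-1/TD, inside the limits. *IFT22* to *NAMPT* had -0.794 and -0.733, past them. For single windows of MX-1/T and MX-1/TD a difference between slides therefore stays open. In MX-1/D the lowest were *UBE2E1* to *PDCD6IP* with -1.34, *PXK* to *SHQ1* with -1.23 and *CHCHD4* to *UBE2E2* with -1.02, and the highest *ZMAT2* to *RNF14* with 1.45. Genes of the families tested above were not taken out, and a window of clustered family genes is no separate finding. *H3C2* to *BTN2A3P* and *BTN2A1* to *H3C11*, lower in MX-1/TD, start or end with a histone gene. *ZMAT2* to *RNF14* was higher in all 3 sublines, as the protocadherins were, and may not be separate from them. The window from *TMEM243* to *SAMD9L*, which holds *ABCB1* and 9 of the 11 tested genes around it and so is no separate finding, had a median of 1.64 in MX-1/T and 1.34 in MX-1/TD. Copy number of chromosome regions could give such runs in every culture of a subline. The medians of the windows in MX-1/D against MX-1 correlated between the arrays of slide 1 and those of slide 2 with r = 0.414, above the 0.0595 to 0.365 of shuffled gene order, in which single genes alone correlate. Of 11 windows past the limit on slide 1 alone, 9 had the same sign on slide 2, while 57.2% of windows do so in shuffled order. Each slide holds 1 array of MX-1 and 1 of MX-1/D, and a shift found on 1 slide only would not give this r, which argues against a difference between slides as the whole cause. For single windows, such as the 2 that changed sign, it stays open. Control of neighbouring genes without a change in copies was not tested and stays open.

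Genes of sterol synthesis fell in MX-1/D. This was noticed in 9 genes, all lower with a median of -2.17, and was then tested in the 16 other genes of the pathway that could be tested, out of 18 listed. All 16 were lower, with a median log2 fold change of -1.37 (camera adjusted p = 1.54e-08, and 2.83e-07 with slide as a block; fry adjusted p = 0.00556). In MX-1/TD against MX-1/D all 16 were higher, with a median of 1.41 (camera adjusted p = 2.2e-10, fry adjusted p = 0.00313), whereas against MX-1 the medians were -0.25 in MX-1/T and 0.05 in MX-1/TD (camera adjusted p = 0.384 and 0.426). Lower sterol synthesis as a whole in MX-1/D is a candidate explanation that goes with these values. Differences in culture density or serum between the cultures were not tested and stay open.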

How the results depend on the processing

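The tests on the arrays of slide 1 alone, on slide, scaling and single arrays for the gene families, and on slide in the clustering were chosen only after the result was seen.

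Where a setting is not mentioned below for *ABCB1*, the genes around it or the separation of the arrays, the result kept its direction and its side of the threshold, and where it is not mentioned for a count given below, the count stayed within 1.5-fold of the reported value. This holds for all counts with the authors' matrix, with no spots left out, with a call by any probe and with no limit on the fold change. No spot was saturated, and 20 annotated genes on each side of *ABCB1* held the same tested genes as 10, so these settings could change nothing and are no support. The cause was not tested for any of the changes below unless one is named.

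With normexp background correction 43 genes were called in MX-1/D and 0 in all 3 sublines, and with quantile normalization 87 and 5. With no filter on dim probes, where 40912 genes share the adjustment, limma called 0 genes in MX-1/D, 9 in MX-1/T, 17 in MX-1/TD, 29 between MX-1/TD and MX-1/D, 0 in all 3 sublines and 9 in MX-1/T and MX-1/TD together. With only probes well above background on all arrays, which leaves out genes that are off in a group, these were 7, 14, 40, a similar count between MX-1/TD and MX-1/D, 0 and 14. With only the 2 groups compared, limma called 0, 50, 118, 107, 0 and 19. With MX-1/TD split by label dose it called 4 genes in MX-1/D, 134 between MX-1/TD and MX-1/D and 1 in all 3 sublines. With slide as a block it called 287 in MX-1/D and 7 in all 3 sublines.

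The methods' t-test without adjustment gave 557 genes in MX-1/D, 632 in MX-1/T, 1346 in MX-1/TD, 1562 between MX-1/TD and MX-1/D, 34 between MX-1/TD and MX-1/T, 37 in all 3 sublines and 360 in MX-1/T and MX-1/TD. With adjustment it gave 0, 0, 5, 15, 0, 0 and 0. With no filter on dim probes it gave 622, 1195, 2525, 2509, 272, 41 and 606 without adjustment and 0, 0, 3, 0, 0, 0 and 0 with it. Its paired form gave 365, 337, 293, 418, 34, 2 and 51 without adjustment and 0 for each count with it. The unadjusted limma p with a 2-fold change gave 2160, 1672, 1846, 2491, 56, 384 and 1158, and 533 genes between the label doses within MX-1/TD. On slide 1 alone, where MX-1 and MX-1/D have 1 array each and the spread comes from MX-1/T and MX-1/TD, the counts were 768 in MX-1/D, 103 in MX-1/T, 245 in MX-1/TD, 560 between MX-1/TD and MX-1/D, 57 in all 3 sublines and 100 in MX-1/T and MX-1/TD. The small overlaps of MX-1/D with MX-1/TD and with MX-1/T, 5 and 2 genes, moved under most settings. They were 3 and 0 with normexp, 12 and 5 with quantile normalization, 1 and 0 with only probes well above background on all arrays, 1 and 1 with MX-1/TD split by label dose, 19 and 8 with slide as a block, and 0 and 0 with no filter on dim probes and with only the 2 groups compared. The methods' t-test without adjustment gave 84 and 54, or 90 and 61 with no filter on dim probes, and its paired form 14 and 20, while all 3 gave 0 and 0 with adjustment. The unadjusted limma p with a 2-fold change gave 520 and 448 and slide 1 alone 130 and 60. With 1 array left out they ran from 0 to 114 and from 0 to 44.

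No gene called in a comparison was called in the other direction under any setting.

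The replicate numbers in the sample titles are shared between groups, but nothing says that they pair the arrays. With the number as a block, limma called 154 genes between MX-1/TD and MX-1/D, 1 in all 3 sublines, 2 in MX-1/D and MX-1/TD and 1 in MX-1/D and MX-1/T, and the other counts stayed within 1.5-fold. Camera's adjusted p of the ABC transporters in MX-1/TD was then 0.0453, and no other family test changed its side of the threshold. The difference between number 2 and number 1 correlated across genes between MX-1 and MX-1/D, which share the slides, with r = 0.358, and between the other groups with r from -0.285 to 0.168.

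With each array left out in turn, the count in MX-1/D ran from 0 to 697, in MX-1/T from 1 to 87, in MX-1/TD from 21 to 255, between MX-1/TD and MX-1/D from 43 to 1768, between MX-1/TD and MX-1/T from 0 to 0, in all 3 sublines from 0 to 43, in MX-1/T and MX-1/TD from 1 to 83, and between the label doses from 0 to 1, the latter without MX-1/TD replicate 4. A group left with 1 array was assumed to vary like the others. The highest counts in MX-1/D and in all 3 sublines came without MX-1/D replicate 2, and the highest between MX-1/TD and MX-1/D without MX-1/D replicate 1.

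The log2 rise of *ABCB1*, as a bound, was 1.13 in MX-1/D and passed the threshold at the unadjusted limma p of 0.0407 and, between the single arrays of both groups, on slide 1 alone (4.68, limma adjusted p = 0.00350). It was 10.65 in MX-1/T and 10.59 in MX-1/TD as reported, and 8.96 and 8.90 after normexp background correction. Both calls were lost in the methods' t-test after adjustment, where the adjusted p was 0.643 and 0.0631, or 0.837 and 0.131 with no filter on dim probes, and in its paired form, where it was 0.811 and 0.861. With 1 array left out the bound ran from 0.18 to 3.73 in MX-1/D, from 9.70 to 11.60 in MX-1/T and from 9.64 to 11.54 in MX-1/TD. The call in MX-1/T was lost without either MX-1 array or either MX-1/T array, with an adjusted p of up to 0.172, that in MX-1/TD was kept, and *ABCB1* was called in MX-1/D without MX-1/D replicate 2.

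The separation of the TPP+-exposed arrays kept the smallest p that its permutations allow in every setting with all 10 arrays, and with 1 array left out it ran from 0.0226 to 0.0399. On slide 1 alone it was 0.0238, and with slide or replicate number removed 0.0208 and 0.0264. The median of the genes around *ABCB1* changed sign in MX-1/D with any probe of a gene (0.0611, permutation p = 0.240) and on slide 1 alone (0.18, permutation p = 0.119), and was not past the threshold in either case. With 1 array left out it ran from -0.0696 to 0.10 in MX-1/D, where it was positive without MX-1 replicate 2 and without MX-1/D replicate 2 (0.08), from 3.02 to 3.38 in MX-1/T and from 2.80 to 3.40 in MX-1/TD. Of the 36 tests of gene families, fry gave 6 and camera with an estimated correlation 0 at an adjusted p under 0.05, and with 1 array left out camera gave 7 to 14.

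For the single genes named, 24 results outside *ABCB1* were recomputed under 698 alternatives, counting those with saturated spots left out, which are the same fit. Of these, 525 kept their side of the threshold, 146 lost the call, 27 gained it, and 0 changed direction while called. Genes below background in a group are given as bounds, since their fold change depends on how far the background lies below the signal, and on slide 2 the background was higher.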

Differences from the paper's values

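The tests of the arrays of slide 1 alone, named here for some counts, were chosen only after the result was seen. These hold 1 array of MX-1 and 1 of MX-1/D, so the spread behind their counts comes from MX-1/T and MX-1/TD.

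The paper gives 605 changed genes in MX-1/D against MX-1, and 23 were called here. Of the alternatives set before the data were examined, 557 under the methods' t-test without adjustment, 622 under the same test with no filter on dim probes and 697 without MX-1/D replicate 2 lie within 1.5-fold of the paper's value, and the others do not. The arrays of slide 1 alone, a setting chosen after seeing the values, gave 768. The paper gives 662 in MX-1/T, against 29 here, and only the methods' t-test without adjustment, with 632, lies within that range. The paper gives 1516 in MX-1/TD, against 72 here. The methods' t-test without adjustment, with 1346, and limma's unadjusted p with a 2-fold change, with 1846, lie within the range, and the other alternatives do not.

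The paper gives 37 genes upregulated in all sublines, against 2 here. The methods' t-test without adjustment, with or without the filter on dim probes, gave 31, and leaving out MX-1/D replicate 2 gave 33. The arrays of slide 1 alone, chosen after seeing the values, gave 44. The paper gives 11 downregulated in all sublines. Here limma called 0, with 85 at an unadjusted p and 6 by the methods' t-test. The methods' t-test with no filter on dim probes and the fit without MX-1/D replicate 2 each gave 10, and slide 1 alone, chosen after seeing the values, gave 13. The other alternatives differ from the paper's values for both counts.

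For MX-1/T and MX-1/TD together, the paper gives 251 upregulated genes, against 22 here, and 145 downregulated genes, against 7 here. The methods' t-test without adjustment gave 240 and 120, and with no filter on dim probes it gave 241 for the first of these. The other alternatives differ.

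Between MX-1/D and MX-1/TD the paper gives 457 upregulated and 508 downregulated genes, without naming which subline is the reference. Here 146 genes were higher and 105 lower in MX-1/TD. Of the alternatives set before the data were examined, only the fit without MX-1/D replicate 1, with 652 higher genes, lies within 1.5-fold of 457, and none does for 508 among lower genes. Slide 1 alone, chosen after seeing the values, gave 326 higher genes, also within 1.5-fold of 457.

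The paper describes *IL6* and *IL1B* in MX-1/T, *IL1B* in MX-1/TD, *AKR1B10* in MX-1/D, *ALDH1A3* in MX-1/T and MX-1/TD and *XDH* in MX-1/TD as upregulated, and none of these changes was called here. All of them passed the limits of the methods' t-test without adjustment, with and without the filter on dim probes, and of limma's unadjusted p with a 2-fold change. *ALDH1A3*, *IL6* and *IL1B* in MX-1/T were also called in a fit of only the 2 groups compared, *IL6* without MX-1/TD replicate 3, and *AKR1B10* in MX-1/D and *ALDH1A3* in MX-1/T by the paired form of the methods' t-test without adjustment. The legend of Fig. 2 describes the genes of its heatmaps as passing an adjusted p, whose own lists were not used here. Of the 387 entries of Supplementary Table S1 that were tested here, 38 had an adjusted p under 0.05 over all genes.

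The paper describes ion channels and transporters, mostly calcium and potassium channels and SLC transporters, as upregulated in all resistant sublines. Of the 40 potassium channel genes, 9 rose and 5 fell at least 2-fold in MX-1/D, 9 rose and 3 fell in MX-1/T, and 7 rose and 8 fell in MX-1/TD. Of the 10 calcium channel genes, 3 rose and 2 fell, 2 rose and 4 fell, and 3 rose and 3 fell, respectively, and of the 250 SLC genes 27 rose and 20 fell, 24 rose and 21 fell, and 26 rose and 20 fell.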

Other observations

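The tests of the p-values in Supplementary Table S1, of the scaling behind *HPRT1* and of slide 1 alone, which holds 1 array of MX-1 and 1 of MX-1/D, were chosen only after the result was seen.

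More genes were called in MX-1/D with slide as a block than without it. A difference between the slides, which coincide with the scan and may follow what the paper's methods call separate experiments, goes with the correlation across genes of replicate 2 minus replicate 1 in MX-1 and MX-1/D, r = 0.358. Slide, scan, version of the scanner's software and experiment coincide on these arrays and cannot be told apart. No biological explanation was tested.

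The effect of doxorubicin with TPP+ (MX-1/TD against MX-1/T) was compared with its effect without (MX-1/D against MX-1). Limma called 0 genes for the difference, with 1784 at an unadjusted p and a 2-fold change, 12 with slide as a block, 1 after normexp background correction and 5 after quantile normalization. The count was 104 without MX-1/D replicate 2, 3 without MX-1/D replicate 1 and 119 on slide 1 alone. Between the label doses of 1280 nM and 80 nM within MX-1/TD, limma called 0 genes, with 249 higher and 284 lower at an unadjusted p and a 2-fold change.

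*DHRS4L2*, *DHRS4* and *DHRS4-AS1* fell together in the TPP+-exposed sublines. The fitted log2 fold change of *DHRS4* was -4.12 in MX-1/T (limma adjusted p = 0.123) and -4.34 in MX-1/TD (adjusted p = 0.0368), and that of *DHRS4-AS1* -2.89 and -3.20 (adjusted p = 0.266 and 0.107). Loss of the chromosome region around them is argued against by the 3 tested genes on each side (*ZFHX2*, *AP1G2*, *DHRS2*, *CARMIL3*, *NRL* and *PCK2*), whose median log2 fold change in MX-1/TD was 1.17. A loss limited to these 3 genes is not excluded. Probes for the near-identical genes could bind each other's RNA. Of 5 probes of *DHRS4* and *DHRS4L2* bright in MX-1, 2 stayed well above background on an MX-1/TD array, so that falls of single members and of the whole family cannot be told apart with these probes.

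*HPRT1*, the paper's reference gene in quantitative PCR, had a log2 fold change of -0.75 in MX-1/D, -0.86 in MX-1/T and -0.87 in MX-1/TD (limma adjusted p = 0.169, 0.267 and 0.137), lower on every array of the sublines than in MX-1. If the scaling caused this, the fall should go under another scaling. After quantile normalization it was -0.31, -0.62 and -0.68 (unadjusted p = 0.202, 0.0238 and 0.00721 by limma) and after normexp background correction -0.71, -0.82 and -0.84. For MX-1/T and MX-1/TD the fall left after quantile normalization argues against the scaling as the whole cause, though it was not called. In MX-1/D a scaling effect and a lower level cannot be told apart. Whether the treatments lower *HPRT1* was not tested in any other way.

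The p-values of Supplementary Table S1 were within 0.002 of an unpaired t-test without adjustment for 366 of its 394 entries, which is consistent with that test being the one used, while its legend names paired tests.

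Other genes that the paper measured by quantitative PCR had the following values on the arrays. *ABCC1* had log2 fold changes of 1.28 in MX-1/D, 0.05 in MX-1/T and 0.21 in MX-1/TD (limma adjusted p = 0.218, 0.973 and 0.809). *POU5F1* had -1.40, -0.89 and -1.19 (adjusted p = 0.405, 0.621 and 0.409) and *NANOG* 1.22, 0.91 and 0.01 (adjusted p = 0.527, 0.665 and 0.998), with 1 of 2 MX-1 arrays well above background for *NANOG*. *CDH1* was not well above background on any array.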
